# Ribonuclease inhibitor and angiogenin system regulates cell type–specific global translation

**DOI:** 10.1126/sciadv.adl0320

**Published:** 2024-05-31

**Authors:** Martina Stillinovic, Mayuresh Anant Sarangdhar, Nicola Andina, Aubry Tardivel, Frédéric Greub, Giuseppe Bombaci, Camille Ansermet, Marco Zatti, Dipanjali Saha, Jieyu Xiong, Takeru Sagae, Mariko Yokogawa, Masanori Osawa, Manfred Heller, Adrian Keogh, Irene Keller, Anne Angelillo-Scherrer, Ramanjaneyulu Allam

## Abstract

Translation of mRNAs is a fundamental process that occurs in all cell types of multicellular organisms. Conventionally, it has been considered a default step in gene expression, lacking specific regulation. However, recent studies have documented that certain mRNAs exhibit cell type–specific translation. Despite this, it remains unclear whether global translation is controlled in a cell type–specific manner. By using human cell lines and mouse models, we found that deletion of the ribosome-associated protein ribonuclease inhibitor 1 (RNH1) decreases global translation selectively in hematopoietic-origin cells but not in the non–hematopoietic-origin cells. RNH1-mediated cell type–specific translation is mechanistically linked to angiogenin-induced ribosomal biogenesis. Collectively, this study unravels the existence of cell type–specific global translation regulators and highlights the complex translation regulation in vertebrates.

## INTRODUCTION

Gene expression diversifies the phenotype and functions of cells in multicellular organisms. Primarily, gene expression is regulated at the transcriptional level through the action of transcription factors (*1*). While translation is crucial for decoding information from mRNAs to produce proteins, it has traditionally been seen as a default process without direct regulation of specific gene expression. However, recent studies indicate that translational control plays a crucial role in fine-tuning protein synthesis and modulating the expression of specific mRNAs (*2*). For example, a mutation in the ribosomal protein L38 (*RPL38*) gene in mice deregulates the translation of a subset of homeobox mRNAs, leading to tissue-specific patterning defects (*3*). Further, mutations in several ribosomal protein (RP) genes, such as *RPS19*, *RPL5*, *RPL11*, *RPL35A*, *RPS10*, *RPS17*, and *RPS24*, cause Diamond-Blackfan anemia (DBA) (*4*). DBA is characterized by bone marrow failure, anemia, and craniofacial malformations (*5*). Studies have shown that decreased translation of certain mRNAs involved in erythroid differentiation is responsible for the anemia phenotype in DBA (*6*, *7*). RPs are core components of ribosomes and are present in every cell. Mutations in their genes should cause global phenotype, but what accounts for these tissue-specific phenotypes after translational defects is not completely understood. Several mechanisms have been proposed to address this and are matter of debate (*8*–*11*). Although specific mRNA translation adds another layer of gene expression regulation, it is not yet known whether global translation is controlled in a cell type–specific manner.

Ribonuclease inhibitor 1 (RI or RNH1), also known as ribonuclease (RNase)/angiogenin (ANG) inhibitor, is a ubiquitously expressed protein in mammalian cells (*12*, *13*). Phylogenetically, *RNH1* has no apparent homologs in invertebrates and lower vertebrates (fig. S1), suggesting that it is a higher vertebrate-specific gene. It evolved via exon duplication and is conserved among mammals (*14*). RNH1 is known to bind and inhibits pancreatic-type RNases such as RNase 1, RNase 2, RNase 4, and ANG (also known as RNase 5) (*12*). RNH1 is composed entirely of leucine-rich repeats (LRRs) and displays vast surface areas that foster protein-protein and protein-ligand interactions (*12*). Consistent with this, RNH1 has been reported to have other biological functions besides its RNase inhibitor role, such as binding and inhibiting the endoplasmic reticulum stress sensor IRE1 activity (*15*), involvement in cancer growth and metastasis (*16*), tRNA degradation (*17*), microRNA-21 (miR-21) processing (*18*), and inhibiting inflammasome activation (*19*). Previously, we have reported that RNH1 is a ribosome-associated protein that regulates *GATA1* mRNA translation, and is responsible for defects in embryonic erythropoiesis in RNH1-deficient mice (*20*). In line with this, recent human molecular genetics studies have further revealed that mutations in *RNH1* gene lead to severe phenotypes such as global developmental delay, embryonic death, inflammation, and macrocytic anemia (*21*, *22*). Collectively, these findings strongly suggest that RNH1 is a multifunctional molecule crucial for mammalian survival (*23*). Here, we used a combination of human cell lines and mouse models, along with biochemical experiments, to establish the critical role of RNH1 in hematopoietic-specific translation. We found that RNH1, via its binding partner ANG, confers cell type–specific global translation regulation. Additionally, we discovered that RNH1 controls the translation of RP mRNAs and influences mRNA circularization. These findings provide valuable insights into the intricate regulatory mechanisms governing cell type–specific translation processes.

## RESULTS

### The loss of RNH1 predominantly reduces translation in hematopoietic-origin cells

RNH1 is a ribosome-associated protein, and deletion of RNH1 in a human erythroleukemic cell line (K562 cells) has been shown to result in reduced polysomes levels (fig. S2A) (*20*). However, the detailed mechanism/s of RNH1-mediated translation regulation remains unknown. To investigate this, RNH1 was knocked out of human embryonic kidney (HEK) 293T cells, and the global translation status was checked by polysome analysis (Fig. 1A). Polysome levels were not altered in RNH1 knockout (KO) cells, suggesting that RNH1 might regulate cell type–specific translation. Next, RNH1 was knocked out in several randomly selected cell lines of different origins, and global translation status was checked by polysome analysis (Fig. 1, A and B). Cell lines from hematopoietic origin (THP1, MOLM13, and Jurkat) consistently showed a large reduction in polysome levels compared to their corresponding wild-type (WT) cells (Fig. 1B). However, polysome levels were not changed in RNH1 KO non–hematopoietic-origin cell lines such as HeLa, HaCaT, and SH-SY5Y compared to corresponding WT cells (Fig. 1A and fig. S2B). To our knowledge, such cell type–specific global translation defect has not been reported previously in mammalian cells. While mutations in RPs lead to cell type–specific functional defects (*4*), their knockdown dysregulates global translation in various cell types of different origin. For example, the *RPS19* gene is frequently mutated in DBA patients, and its knockdown leads to global translational defects in several cell types including both hematopoietic and non–hematopoietic-origin cells (HeLa, embryonic stem cells, different erythroid cell lines, and progenitor cells) (*6*, *7*, *24*–*27*). These results suggest that, unlike RP gene mutations, loss of RNH1 primarily leads to translation defects in hematopoietic-origin cells but not in non–hematopoietic-origin cells.

**Fig. 1.**
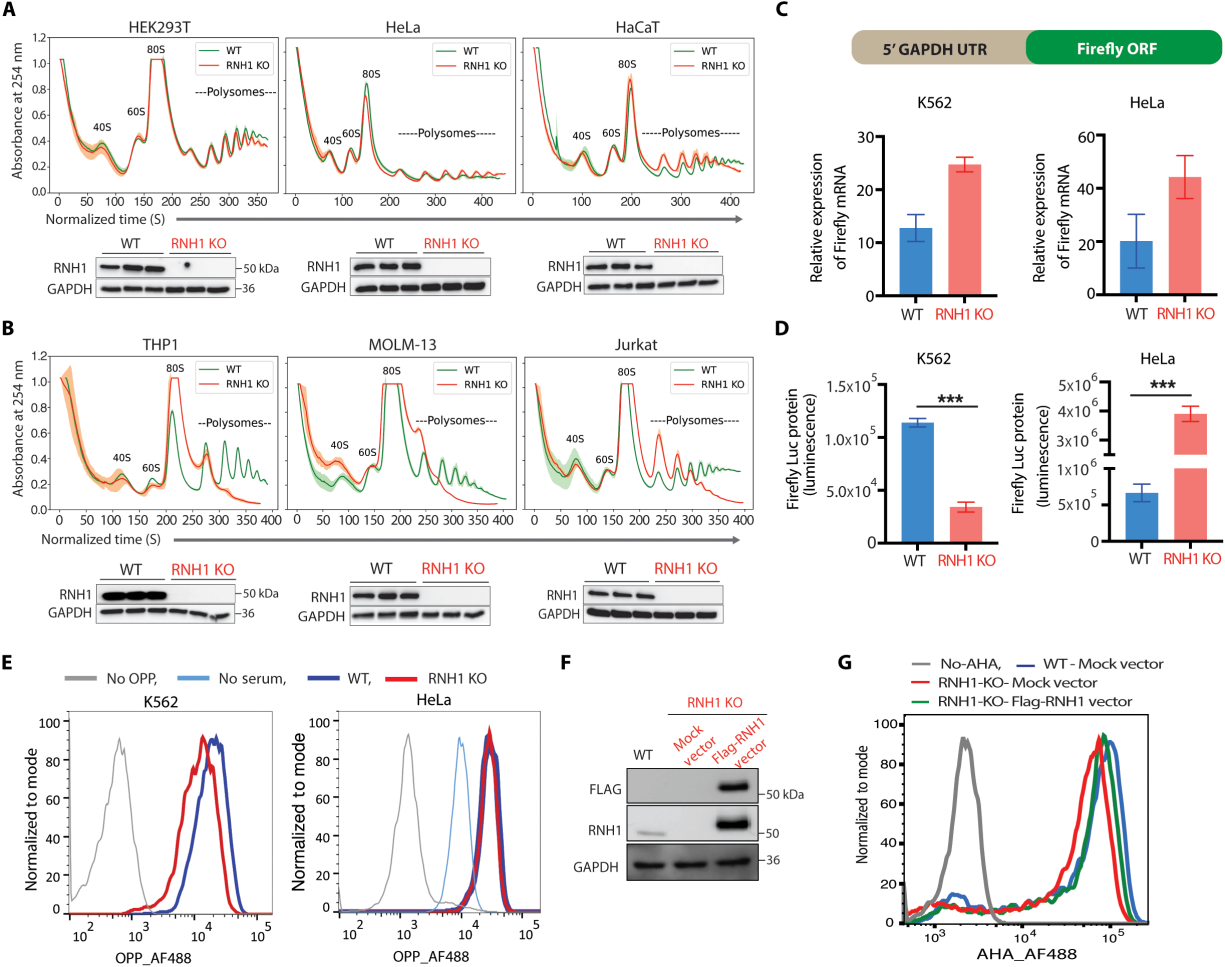
Loss of RNH1 decreases translation specifically in hematopoietic-origin cells. (**A** and **B**) Sucrose gradient polysome profiles for wild-type (WT) and corresponding RNH1 knockout (RNH1 KO) nonhematopoietic (A) and hematopoietic (B) origin cells (*N* = 3). Arrow shows the direction of the sucrose gradient from low to high density. Mean value of absorbance from three independent experiments plotted with the SD (upper panel). Total protein lysates of WT and RNH1 KO cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments (lower panel). (**C** and **D**) Schematics of luciferase-expressing plasmid with *GAPDH* 5′UTR (upper panel). WT and RNH1 KO HeLa and K562 cells were transfected with luciferase-expressing plasmid. Cells were analyzed for Firefly mRNAs by qRT-PCR and normalized to 18S rRNA expression (C) and luciferase protein expression by luciferase assay (D). Data are shown as means ± SEM and are representative of three independent experiments. ***P < 0.001. (**E**) WT or RNH1 KO K562 and HeLa cells were incubated for 1 hour with OPP, and fluorescence-activated cell sorting (FACS) analysis was performed to measure OPP incorporation. Representative histograms were shown for OPP fluorescence. Data are representative of three independent experiments. (**F** and **G**) RNH1 is ectopically expressed in RNH1 KO K562 cells. Cell lysates were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments (F). K562 cells were incubated for 1 hour with AHA, and FACS analysis was performed to measure AHA incorporation. Representative histograms were shown for AHA fluorescence. Data are representative of three independent experiments (G).

To confirm above polysome results, luciferase reporter assay was performed to check the translation. HeLa WT and RNH1 KO cells, as well as K562 WT and RNH1 KO cells, were transfected with a plasmid containing luciferase reporter gene having glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) 5′ untranslated region (UTR) (Fig. 1C). By maintaining same levels of luciferase mRNA in WT and RNH1 KO (Fig. 1C), we observed enhanced luciferase protein levels in HeLa RNH1 KO (Fig. 1D). On the contrary, K562 RNH1 KO cells showed a significant reduction in translation of luciferase reporter (Fig. 1D). Similar results were obtained with another luciferase reporter having β-actin (*ACTB*) 5′UTR (fig. S2C). Both *ACTB* and *GAPDH* 5′UTRs are simple UTRs without any secondary structure (*7*). Thus, this assay ruled out any contribution of the complexity of 5′UTRs in RNH1-mediated translation regulation. To further ascertain RNH1-mediated specific translation regulation, nascent polypeptide labeling via O-propargyl-puromycin (OPP) was performed. OPP is an analog of puromycin. It gets incorporated into newly translating proteins and can be detected by copper(I)-catalyzed azide-alkyne cycloaddition (CuAAC) (*28*). Supporting the above results, flow cytometry analysis showed reduced incorporation of OPP in K562 RNH1 KO cells, but not in HeLa RNH1 KO cells, compared to their respective WT cells (Fig. 1E). Furthermore, ectopic expression of RNH1 in RNH1 KO K562 cells was able to rescue the translation defects observed in K562 RNH1 KO (Fig. 1, F and G, and fig. S2D). To understand whether overexpression of RNH1 affects global translation, we generated stable RNH1-overexpressing K562 and HeLa cells and performed nascent polypeptide labeling with azidohomoalanine (AHA), an analog of methionine that incorporates into newly translating proteins (*29*). Supporting our previous study (*20*), overexpression of RNH1 increased global translation in K562 cell (fig. S2, E and G). However, in HeLa cells, overexpression of RNH1 did not increase translation (fig. S2, F and H). Altogether, these results confirm that loss of RNH1 reduces global translation only in cells of hematopoietic origin.

Differences in cell size and ribosomal gene expression between hematopoietic and non–hematopoietic-origin cell line might account for the observed translation defects (*30*). So, we checked cell size and ribosomal gene expression in these cell lines. These parameters varied across cell lines, and none of them clearly separated hematopoietic cells from non–hematopoietic-origin cell lines (fig. S3, A to C). Thus, cell size and ribosomal gene expression could not account for the RNH1-mediated global translation defects in hematopoietic cell lines. It is known that RNH1 interacts with ANG and inhibits its functions. Under stress situations, ANG mediates translation repression by degradation of tRNAs to form tRNA-derived stress-inducible RNAs (tiRNAs) in the cytoplasm (*17*). Therefore, we checked the possibility of increased tRNA degradation in RNH1 KO cells by assessing the levels of tiRNAs. We did not find an increase in tiRNAs in the RNH1-KO cells at steady state without stress conditions (fig. S3D). However, under stressed conditions, RNH1 KO K562 cells showed a minor increase in tiRNA production compared to WT (fig. S3D). This corroborates with a previous study where overexpression of ANG in rat neuronal cell line (PC12 cells) did not produce tiRNAs when cells were not stressed. However, under stress, ANG-overexpressing cells synthesized larger amounts of tiRNAs, even with mild stress (*31*). Thus, under steady-state situations, we observed a perturbation of translation in RNH1 KO hematopoietic cells, along with unchanged tiRNA levels. These results exclude involvement of tRNA degradation in RNH1-mediated cell type–specific translation regulation.

### RNH1 deficiency in mice specifically reduces the translation in hematopoietic cells

To confirm the RNH1-mediated hematopoietic-specific translation regulation in vivo*,* OPP was injected into WT (*Rnh1^fl/fl^*), hematopoietic *Rnh1*-deficient (*Rnh1^fl/fl^, Mx-Cre^Tg/+^*) (Fig. 2, A and B), and liver-specific *Rnh1*-deficient (*Rnh1^fl/fl^, Alb-Cre^Tg/+^*) mice (Fig. 2, C and D). We refer *Rnh1*-deficient mice *as Rnh1^−/−^*. Corroborating our in vitro cell line experiments, the spleen of *Rnh1^−/−^* mice showed reduced incorporation of OPP compared to WT (Fig. 2E), indicating translation reduction. On the contrary, the liver of *Rnh1^−/−^* mice did not show translation repression (Fig. 2F). Further, OPP incorporation assay was performed using hematopoietic cells isolated from bone marrow and spleen, and hepatocytes from liver. In agreements with in vivo results, translation was decreased in mouse hematopoietic cells (Fig. 2G), but not in hepatocytes (Fig. 2H). Thus, using multiple complementary approaches, our results demonstrated that RNH1 specifically regulates global translation in hematopoietic cells in vivo and in vitro. These results also suggest that RNH1-mediated hematopoietic translation is species independent and occurs in both human and mice.

**Fig. 2.**
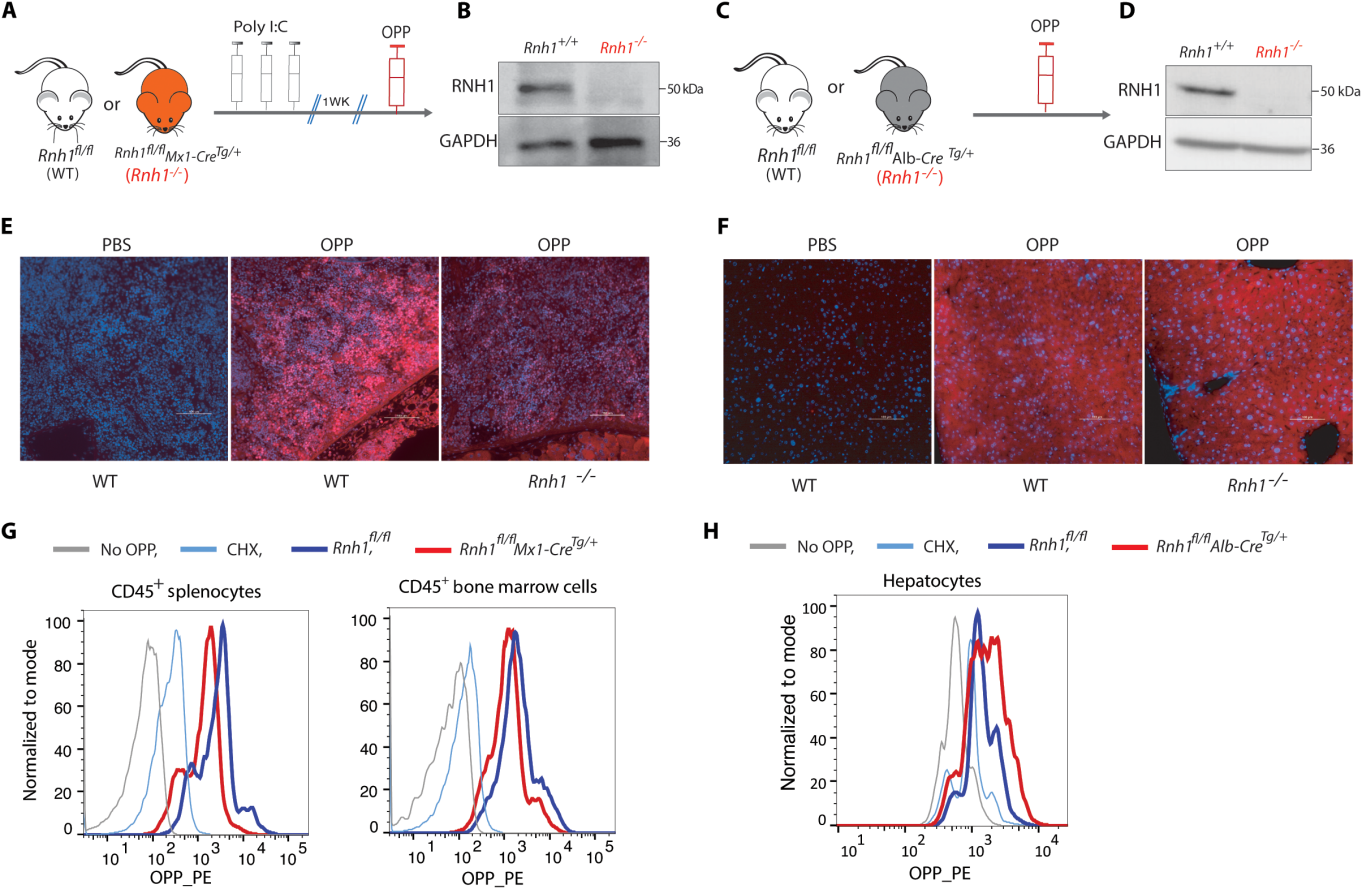
The absence of RNH1 specifically decreases translation in hematopoietic cells in mice. (**A** to **F**) OPP incorporation assay was performed after 1 hour of intraperitoneal injection with PBS or OPP (50 mg/kg) in WT (*Rnh1^fl/fl^*), hematopoietic-specific *Rnh1*-deficient (*Rnh1^fl/fl^, Mx1-Cre^+^*), and liver-specific *Rnh1*-deficient (*Rnh1^fl/fl^, Alb-Cre^+^*) mice. Schematics showing Mx1-Cre model, where *Rnh1* was excised by giving three rounds of 200 μg of poly(I:C) using intraperitoneal injections to *Rnh1^fl/fl^* (WT) and *Rnh1^fl/fl^Mx1-Cre^+^* (*Rnh1^−/−^*) mice. After 1 week, mice were injected with OPP and organs were harvested after 1 hour (A). Spleen cell lysates of WT and *Rnh1^−/−^* cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments (B). Schematics showing that *Rnh1^fl/fl^* (WT) and *Rnh1^fl/fl^ Alb-Cre^+^* (*Rnh1^−/−^*) mice were injected with OPP, and organs were harvested after 1 hour (C). Liver cell lysates of WT and *Rnh1^−/−^* cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments (D). OPP incorporated spleen (E) and liver (F) tissue sections were stained by CuAAC with TMR-azide and Hoechst (*n* = 3 mice for each genotype) (scale bar, 100 μm). (**G** and **H**) WT or *Rnh1^−/−^* splenocytes, bone marrow cells (G), and hepatocytes (H) were incubated for 1 hour with OPP, and FACS analysis was performed to measure OPP incorporation. Representative histograms were shown for OPP fluorescence (*n* = 2 mice for each genotype and each mice with three technical replicates).

### RNH1 regulates translation of mRNAs encoding ribosomal proteins

To understand how RNH1 mediates hematopoietic-specific translation, we first examined its expression in different hematopoietic and nonhematopoietic cells lines. However, there was no major difference in RNH1 protein levels in both cell types that could explain the above observed translational defects (Fig. 3A). 

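RNH1 transcripts in the polysomal RNA of K562 cells fell to 34.4% of the WT level in RNH1 KO cells. RNH1 (ENSG00000023191) encodes the ribonuclease inhibitor and lies on the minus strand of chromosome 11 of GRCh38 from 494512 to 507300, with 11 exons in its canonical transcript. Its normalized count was 4566, 2857 and 1865 in WT replicates 1, 2 and 3 (3096 ± 1366, SD, n = 3) and 1058, 1144 and 997 in KO replicates 1, 2 and 3 (1067 ± 73.8, SD, n = 3). The log2 fold change of KO over WT was -1.44 (standard error 0.26, adjusted p = 0.000338 from limma), and every KO sample was below every WT sample. ANG, which encodes the ribonuclease angiogenin that RNH1 inhibits, was close to the lowest levels that could be measured, at 4.64 ± 4.70 normalized counts in WT and 1.88 ± 1.65 in KO (SD, n = 3 each), and was not tested.
K562 is a human cell line established from a patient with chronic myeloid leukemia, and it expresses genes of the erythroid lineage. Polysomal RNA is the RNA that sediments with mRNAs carrying several ribosomes, so a transcript's level in it depends both on how much of the transcript a cell holds and on how much of it is being translated. It was sequenced from 3 RNH1 WT and 3 RNH1 KO samples. The authors prepared stranded libraries from the polysomal RNA with a kit for total RNA, mapped the reads to GRCh38, counted them per Ensembl gene and divided each sample's counts by 1 size factor from DESeq2. The values analyzed here are these deposited normalized counts. All nonzero values of a sample were whole multiples of the value of 1 read (tolerance 1e-06), which gave the reads back: 46256928, 44871615 and 39780795 reads in genes in WT replicates 1, 2 and 3, and 38845059, 34908202 and 44882003 in KO replicates 1, 2 and 3. A count of 3 reads corresponded to 2.58 to 3.40 normalized counts, depending on the sample.
For each gene with a mean of at least 10 normalized counts over the 6 samples, log2(normalized count + 1) was compared between the genotypes with limma's moderated linear model, with an intensity trend and robust variance shrinkage. Genes with a Benjamini-Hochberg adjusted p under 0.1, the cutoff of the paper, were called changed. Fold changes are on this log2(value + 1) scale, where the change of genes with few reads depends on the added 1. Values are relative to the other transcripts of the same sample, so a change in the total amount of polysomal RNA per cell does not show in them.

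**Figure D1:**
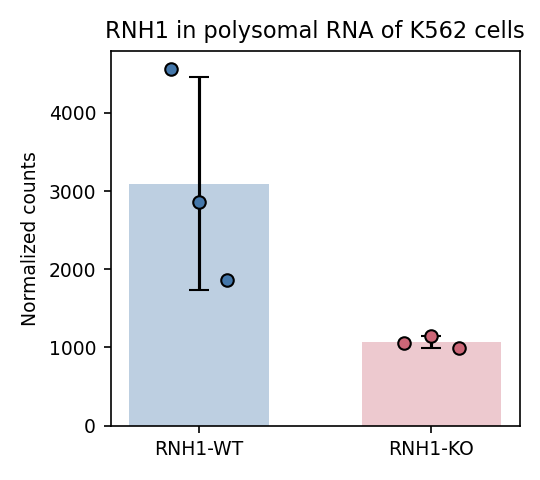
Normalized counts of RNH1 in polysomal RNA of RNH1 WT and RNH1 KO K562 cells. The vertical axis gives DESeq2 size-factor-normalized counts, bars show the mean, error bars the SD, and points the 3 samples of each genotype. The WT samples lie between 1865 and 4566 and the KO samples between 997 and 1144.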

Next, to gain insights into the molecular clues involved in RNH1-mediated cell type–specific translation regulation, we performed polysome-associated RNA sequencing (polysome-seq) using polysomal RNA from K562 WT and RNH1 KO cells (Fig. 3B) and compared it with bulk RNA-seq (total-seq) data (table S1) (*20*). Polysome-seq analysis revealed that mRNAs encoding RPs were significantly less associated with polysomes in RNH1 KO K562 cells compared to WT cells (Fig. 3C), indicating reduced translation of RP mRNAs in RNH1 KO. 

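Of the 79 mRNAs of cytosolic RPs, the protein components of the ribosome, 75 were lower and 0 were higher in the polysomal RNA of RNH1 KO cells, and 4 did not pass the test. The counts were the same when adjusted over the list alone, and by edgeR and DESeq2 on the recovered reads, and none was higher at an unadjusted p under 0.05 from limma. Their median log2 fold change of KO over WT was -1.62, with quartiles of -2.11 and -1.08, and 65 were lower by more than 1 on the log2 scale. In 74 of the 79, every KO sample was below every WT sample, while chance gives groups that do not overlap, in either direction, for 10% of genes and 8510 of all 16652 genes tested (51.1%) had them. RP mRNAs made up 12.5% ± 1.78 of the reads in WT and 5.11% ± 0.238 in KO (SD, n = 3 each, exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). Short noncoding RNAs, which are not translated, made up 2.58% ± 1.39 of the reads in WT and 0.615% ± 0.037 in KO (SD, n = 3 each, exact permutation test, two-sided p = 0.1).
The lowest value was that of RPS27 (ENSG00000177954, chromosome 1 of GRCh38, 153990762 to 153992155), with 128336 ± 74058 normalized counts in WT and 6827 ± 856 in KO (SD, n = 3 each). Its log2 fold change was -4.05 (standard error 0.34, adjusted p = 4.85e-07 from limma). RPS29, RPL39 and RPL37A followed, with log2 fold changes of -3.74, -3.74 and -3.58 (standard errors 0.28, 0.27 and 0.24). RPL37, RPL38, RPS21 and RPL35A had log2 fold changes of -2.97, -2.91, -2.73 and -2.72. RPS19 (chromosome 19, 41860255 to 41872925), an RP of the small subunit, fell from 65899 ± 13138 to 29001 ± 2398 normalized counts (SD, n = 3 each), a log2 fold change of -1.17 (standard error 0.22, adjusted p = 0.00062 from limma). RPS3 (chromosome 11, 75399515 to 75422280) fell from 99073 ± 1683 to 43884 ± 2993 (SD, n = 3 each), a log2 fold change of -1.18 (standard error 0.21, adjusted p = 0.000356 from limma). Among the other RP mRNAs that the paper names, RPS25 had a log2 fold change of -2.27, RPL26 of -1.78, RPS24 of -1.74 and RPL11 of -1.24. RPL5, at -0.72 (adjusted p = 0.0168 from limma), no longer passed when KO replicate 2 was left out (adjusted p = 0.103), with a correction for transcript length (-0.41, adjusted p = 0.171, and 0.202 with the replicate number as a block too) or with library total scaling (-0.40, adjusted p = 0.148). The 4 that did not pass were RPL3 (-0.30, adjusted p = 0.30 from limma), RPS2 (-0.19, adjusted p = 0.533), RPS10 (-0.13, adjusted p = 0.719) and RPS16 (-0.10, adjusted p = 0.794). RPS10 overlaps the readthrough gene RPS10-NUDT3 on the same strand, where a read's position does not give its gene, and without WT replicate 2 it was lower, at -0.47 (adjusted p = 0.0838). RP genes also have many near-identical pseudogenes with which reads can be shared.
Over all mRNAs and noncoding RNAs, 16652 genes were tested and 8022 were changed, 4012 of them lower and 4010 higher in KO. With upper-quartile scaling, which moved the median log2 fold change of all genes by 0.14, 3226 were lower and 5095 higher. With scaling to the library total, chosen after the data were seen and moving that median by 0.33, 2404 were lower and 6691 higher, and the RP median was -1.29. Against the other genes tested, the RP set was lower with an adjusted p of 9.18e-30 from limma's camera test at a preset inter-gene correlation of 0.01, and with an adjusted p = 0.179 with an estimated correlation, at which the call was lost. Short mRNAs were lower in KO in general: with protein-coding genes in 5 groups by transcript length, the shortest group had a median log2 fold change of -0.51 and the longest of 0.31, and the median RP transcript was 785 nucleotides long against 3275 for all protein-coding genes tested. For comparison, 10000 random sets of other protein-coding genes were matched to the RP genes on transcript length. Replication histone genes, which are short and were lower too, were left out of these sets. The median log2 fold change of these sets averaged -0.61, and no set reached the RP median. Matched on both length and mean level, the sets averaged -0.91 and again no set reached the RP median. Level was matched in 5 groups within each length group, so the genes drawn may be less abundant than the RP mRNAs. Genes were drawn here, not samples, so the sets treat genes as independent and leave out the spread between samples. They compare RP genes with other genes and do not test the difference between the genotypes. From the lower association of RP mRNAs with polysomes, the paper proposes that translation of RP mRNAs was reduced in RNH1 KO cells.

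**Figure D2:**
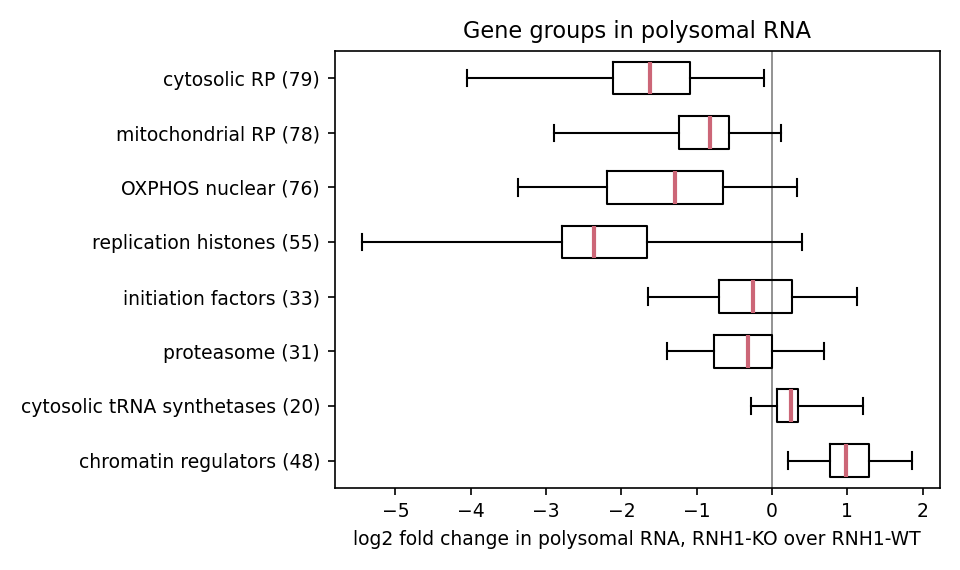
Log2 fold changes of KO over WT in polysomal RNA for 8 gene groups, one box per group with the number of genes in brackets. The red line is the median, the box spans the quartiles and the whiskers the full range. Cytosolic RP mRNAs have a median of -1.62.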

On the contrary, total RNA-seq did not show any changes in the expression levels of RP mRNAs between WT and RNH1 KO cells (Fig. 3D). This suggests that the translation of RP mRNAs is perturbed in RNH1 KO hematopoietic cells without altering their mRNA levels. Next, translation activity (TA) was calculated as polysomal RNA/total RNA. 

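The log2 TA of RP mRNAs in WT cells was above 1 for most of the RP genes for which it could be computed. For each RP gene the mean normalized count in the 3 WT polysomal samples was divided by the paper's mean WT value in total RNA from table S1, of which the first 1999 of the 58233 rows were used here and hold 67 RP genes. The median log2 TA of these 67 RP mRNAs was 1.67, and 58 of them had a log2 TA above 1. The paper ran DESeq2 separately on the total and the polysomal data, so the 0 of log2 TA may depend on both scalings. TA was not computed for other genes here, so these values do not show whether TA of RP mRNAs was high among mRNAs. Per polysomal sample, the median log2 TA was 1.83, 1.50 and 1.93 in WT replicates 1, 2 and 3. RPS21 had a log2 TA of 3.95, RPL38 of 3.92, RPL37 of 2.81 and RPS19 of 2.21, and the SD over the 3 polysomal samples was 0.69, 0.64, 0.48 and 0.29. RPS3 lay lower, at 0.64 ± 0.02 (SD, n = 3). The total RNA samples were not analyzed here, so these SDs hold the spread of the polysomal samples alone. For 5 of the 67 RP genes the polysomal level in the deposited values is not that of table S1, and their TA mixes both. For RPL22 the WT mean is 18259 normalized counts here and 43524 in the paper's table.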

As expected, RP mRNAs showed high expression and were more translationally active in WT cells (Fig. 3E). In RNH1 KO K562 cells, the TA of RP mRNAs was reduced without changes in RNA expression levels (Fig. 3F), confirming the translation repression of RP mRNAs in RNH1 KO cells. Additionally, we implemented analysis of translational activity (ANOTA), which applies per-gene analysis of partial variance with variance shrinkage (*32*). 

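In RNH1 KO cells the median log2 TA of the RP mRNAs was -0.15, with 3 of 67 above 1. TA was lower in KO than in WT for 67 of 67 RP mRNAs, with a median log2 ratio of KO over WT of -1.92. The RP genes outside the rows used include those least changed in the polysomal RNA. Among them are RPL3, RPS2, RPS10 and RPS16, with polysomal log2 fold changes of -0.30 to -0.10. The 67 thus lean towards RP mRNAs with a large polysomal decrease. The largest decrease was that of RPS29, at -4.86. RPL38 had a log2 TA of 0.16 ± 0.12 (SD, n = 3 polysomal samples) in KO, a log2 ratio to WT of -3.76, and RPS21 had a log2 ratio of -3.61. The log2 ratio was -3.14 for RPL37, -3.08 for RPL35A, -2.16 for RPS24, -1.45 for RPS19, -1.30 for RPL11 and -1.11 for RPS3. The polysomal values alone had a median log2 ratio of -1.76 over the 67 RP mRNAs. The paper's total RNA values in table S1 had a median log2 ratio of 0.19 (-0.29 to 1.81), and the paper's adjusted p for total RNA was under 0.1 for 24 RP mRNAs that were higher and 4 that were lower in KO.
Taken per polysomal sample over the mean total RNA of the paper, the median log2 TA was -0.12, -0.17 and -0.19 in KO replicates 1, 2 and 3, each below each WT sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). The mean of these medians was 1.75 ± 0.23 in WT and -0.16 ± 0.04 in KO (SD, n = 3 each). All samples of a genotype share that genotype's mean total RNA values, so the genotype difference in total RNA enters each median. The spread of the total RNA samples is left out, so the permutation p is not a full test of TA. Over the 62 RP genes whose polysomal means here lie within 0.1 on the log2 scale of those in table S1, a choice made after the data were seen, the median log2 ratio was -1.88 and 62 of 62 were lower, with -0.79 the smallest decrease. The 62 are part of the 67 and lean towards large polysomal decreases in the same way, so the smallest decrease is not that of all RP mRNAs.

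**Figure D3:**
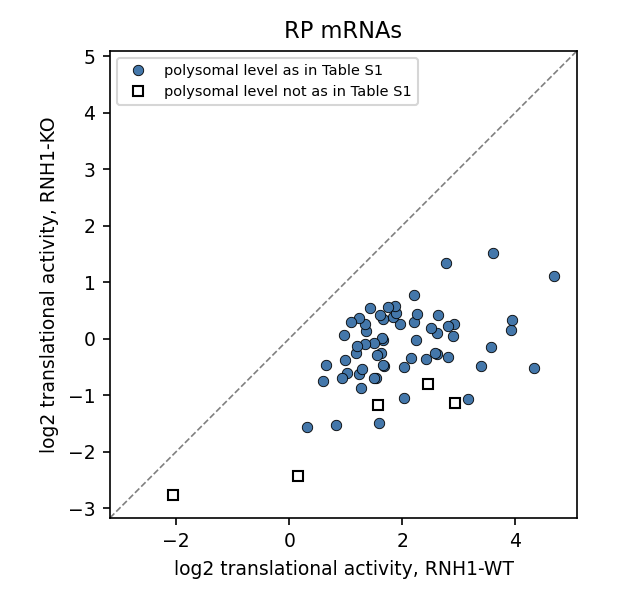
Log2 TA of 67 RP mRNAs in WT (horizontal axis) and KO (vertical axis), as the mean polysomal normalized count divided by the paper's mean total RNA value. Circles are RP genes whose polysomal level is that of table S1, open squares the 5 that are held at another level, and the dashed line marks equal TA. All 67 lie below it.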

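The genes that table S2 lists as translationally deregulated changed in the polysomal RNA in the direction that the table gives for their polysome values. Of its 262 genes, 258 were found in the deposited normalized counts by their Ensembl identifier and 257 were tested. In RNH1 KO cells 132 were lower and 123 higher, and 2, TMEM8B (log2 fold change -0.39, adjusted p = 0.401 from limma) and STEAP1B (-0.28, adjusted p = 0.298), did not pass. TMEM8B and STEAP1B were named after their values were seen. The counts were the same when adjusted over the list alone. The study chose these genes on these samples, so the counts are not independent evidence of their direction. The median log2 fold change was -2.16 for the lower genes and 1.96 for the higher genes. The lower genes had a median transcript length of 867 nucleotides and the higher genes of 3569. Among the lower ones were 13 of 13 nuclear genes of oxidative phosphorylation (OXPHOS), such as COX6C (log2 fold change -2.73), NDUFA4 (-2.63) and UQCRB (-2.63), each with a standard error of 0.20.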

ANOTA identified a stringent set of 262 genes that were translationally deregulated in K562 RNH1 KO cells, including several RP mRNAs (table S2). This further confidently reiterates that the total RNA level of RP mRNAs is not changed in WT and KO K562 cells, but their polysome-associated RNA levels decreased significantly in RNH1 KO K562 cells (fig. S4, A and B). 

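Table S2 holds 18 cytosolic RP genes, and 18 of 18 were lower in the polysomal RNA of RNH1 KO cells, as were 5 of 5 mitochondrial RP genes. These are genes that the study selected on the same samples. RPL36 fell from 73485 to 13892 normalized counts, RPL27 from 73962 to 15173 and RPS13 from 33224 to 6287 (means, n = 3 per genotype). The mitochondrial RP genes were MRPL33, MRPS36, MRPS33 and MRPL13, which had log2 fold changes of -2.89, -2.38, -2.30 and -2.28, and MRPS22, at -0.86 (standard error 0.21, adjusted p = 0.00355 from limma).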

TA of genes that retained after ANOTA analysis also showed that WT cells have high expression of RP mRNAs and large TA, while in RNH1 KO, TA of RP mRNAs decreased without change in their RNA levels (fig. S4, C and D). 

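With the paper's total RNA values of table S2 as the denominator, the 18 RP mRNAs of that table had a median log2 TA of 2.32 in WT and -0.30 in KO. These total RNA values are nearly identical to those of table S1, so this is the result above cut to 18 genes. TA was lower in KO for 18 of 18, with a median log2 ratio of KO over WT of -2.53. Of these, 17 had a log2 TA above 1 in WT and 1 in KO. The log2 ratio was -2.89 for RPS13, -2.86 for RPL34, -2.78 for RPL27 and -1.58 for RPL24. The paper's total RNA values of these 18 had a median log2 ratio of 0.21. Table S2 was selected for such changes by the study on the same samples.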

We selected genes with high expression and large TA from WT (1549) and KO (884) (genes in the upper right quadrant of plots in Fig. 3, E and F) and performed gene ontology (GO) analysis. The enrichment of GO terms in WT and KO showed that terms like “translation” and “cytoplasmic translation” were significantly less represented in RNH1 KO compared to WT (Fig. 3G). This further suggests that RNH1 KO K562 cells have reduced TA. To confirm this, cell lysates of K562 and HeLa with WT and RNH1 KO genotypes were analyzed by Western blots for representative RPs. As expected, K562 RNH1 KO cells showed reduced levels of RPS19 and RPS3 proteins compared to K562 WT cells. On the contrary, RPS19 and RPS3 levels in HeLa RNH1 KO cells did not decrease (Fig. 3H). Similarly, RPS19 and RPS3 levels were reduced in *Rnh1^−/−^* mice bone marrow cells but not in the liver compared to WT control mice (Fig. 3I). These results suggest that RNH1 is involved in RP gene translation.

**Fig. 3.**
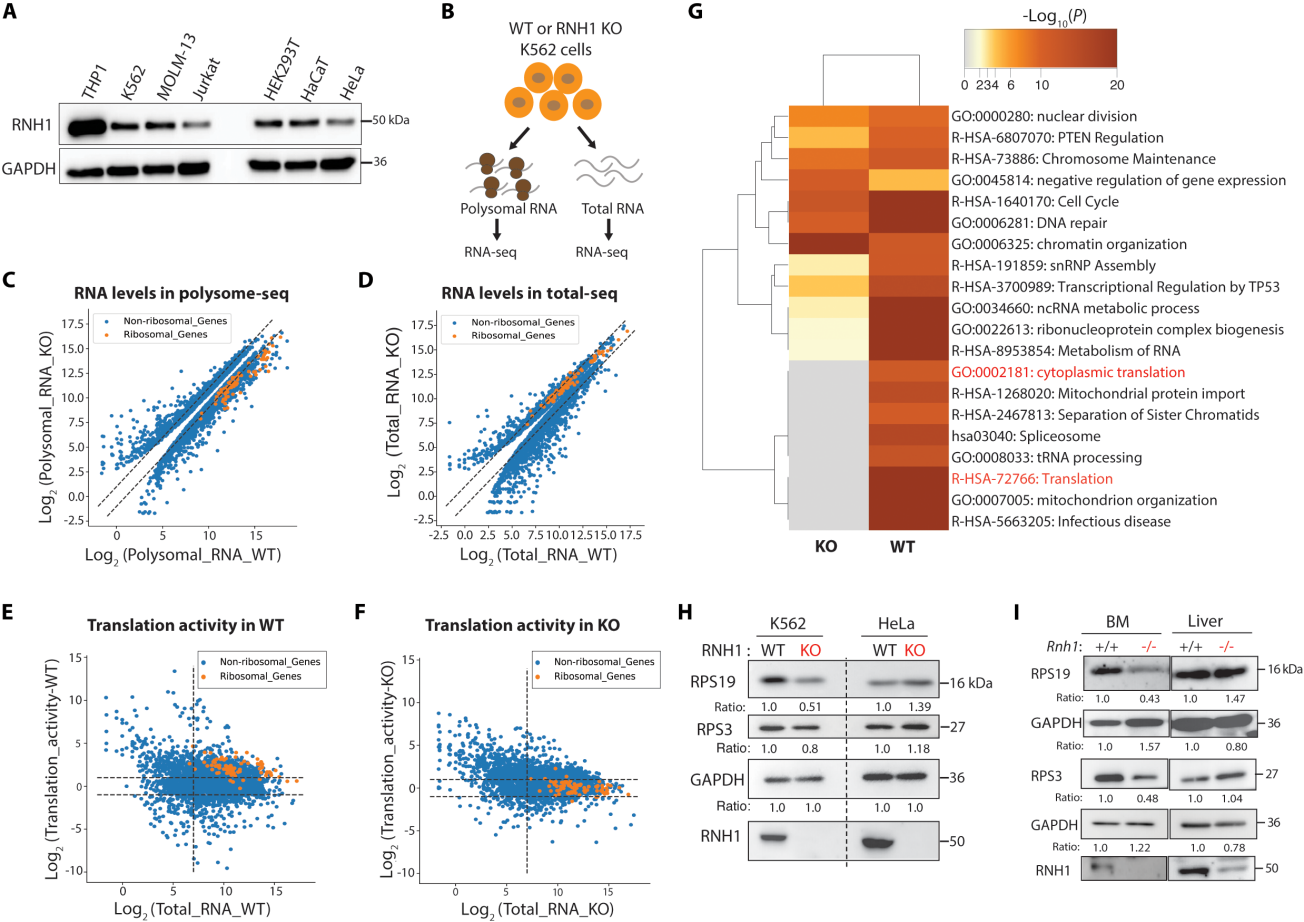
RNH1 is involved in ribosomal protein mRNA translation. (**A**) Total protein lysates from WT and RNH1 KO of hematopoietic and non–hematopoietic-origin cell lines were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments. (**B**) Schematic showing total and polysomal RNA isolation and RNA-seq analysis. (**C** and **D**) The expression of ribosomal and nonribosomal genes in WT and RNH1 KO K562 cells obtained by polysomal RNA-seq (C) or total RNA-seq (D). Total genes with cutoff of *P*_adj_ < 0.1 in polysomal RNA-seq and total RNA-seq were selected and plotted. Dotted lines separate genes with log_2_(fold change) <1 and >1. (**E** and **F**) Plot of log_2_(fold change) of total RNA versus translational activity (TA) of ribosomal and nonribosomal genes in WT (E) or RNH1 KO (F) samples. Horizontal dotted lines separate genes with log_2_(fold change) <1 and >1. Vertical lines separate genes with arbitrary cutoff of >7 or <7 for log_2_(expression in total RNA-seq). (**G**) The heat maps generated via Metascape tool with default parameters show the relative expression of genes in different gene ontology (GO) gene sets. (**H**) Protein lysates from K562 and HeLa with WT and RNH1 KO genotypes were analyzed by Western blot for RPS19, RPS3, and RNH1. Blots are representative of three independent experiments. GAPDH is used as a normalizing control, and numbers represent the normalized band intensity with respect to the corresponding WT sample. (**I**) Protein lysates from WT and *Rnh1^−/−^* bone marrow (BM) and liver were analyzed by Western blot for RPS19, RPS3, and RNH1 (*N* = 3 mice). GAPDH is used as a normalizing control, and numbers represent the normalized band intensity with respect to the corresponding WT sample.

To comprehend the mechanism by which RNH1 regulates RP mRNA translation, we investigated mammalian target of rapamycin (mTOR) signaling in RNH1 KO and WT HEK293T and K562 cell lines. The mTOR pathway is known to regulate RP mRNA translation and global translation after nutrient sensing (Fig. 4A) (*33*). However, we did not observe differences in the phosphorylation levels of mTOR, S6K, and 4E-BP between WT and RNH1 KO cells in both cell types (Fig. 4B). The mTOR pathway regulates RP mRNA translation through 5′ terminal oligopyrimidine (TOP) motifs (*33*), so we tested mRNA reporter system with and without TOP motifs to determine how loss or overexpression of RNH1 affects their translation. We transfected K562 cells with Renilla reporter constructs containing the promoter and 5′UTRs of eukaryotic elongation factor 2 (eEF2) with either WT or mutant TOP sequences (*33*). The loss of RNH1 decreased the translation of both TOP and mutant TOP constructs (fig. S5A), Further, overexpression of RNH1 partially increased TOP translation but not mutant TOP translation (fig. S5B). These data suggest that RNH1 regulates RP mRNA translation independent of mTOR signaling. Another important factor controlling global translation is eukaryotic initiation factor 2α (eIF2α). Phosphorylation of eIF2α after cellular stress, mediated by eIF2α kinases (GCN2, PERK, HRI, and PKR), inhibits global translation and potentially contributes to the decrease in RP mRNA translation (Fig. 4C) (*34*). However, we did not observe differences in the phosphorylation levels of eIF2α between WT and RNH1 KO cells in both cell types (Fig. 4D). This excludes the possibility of stress-mediated translational defects in RNH1 KO hematopoietic cells. Collectively, these results indicate that mTOR signaling and eIF2α phosphorylation, which are two major pathways involved in global translation regulation (*35*), do not account for the translational defects mediated by loss of RNH1 in hematopoietic cells.

**Fig. 4.**
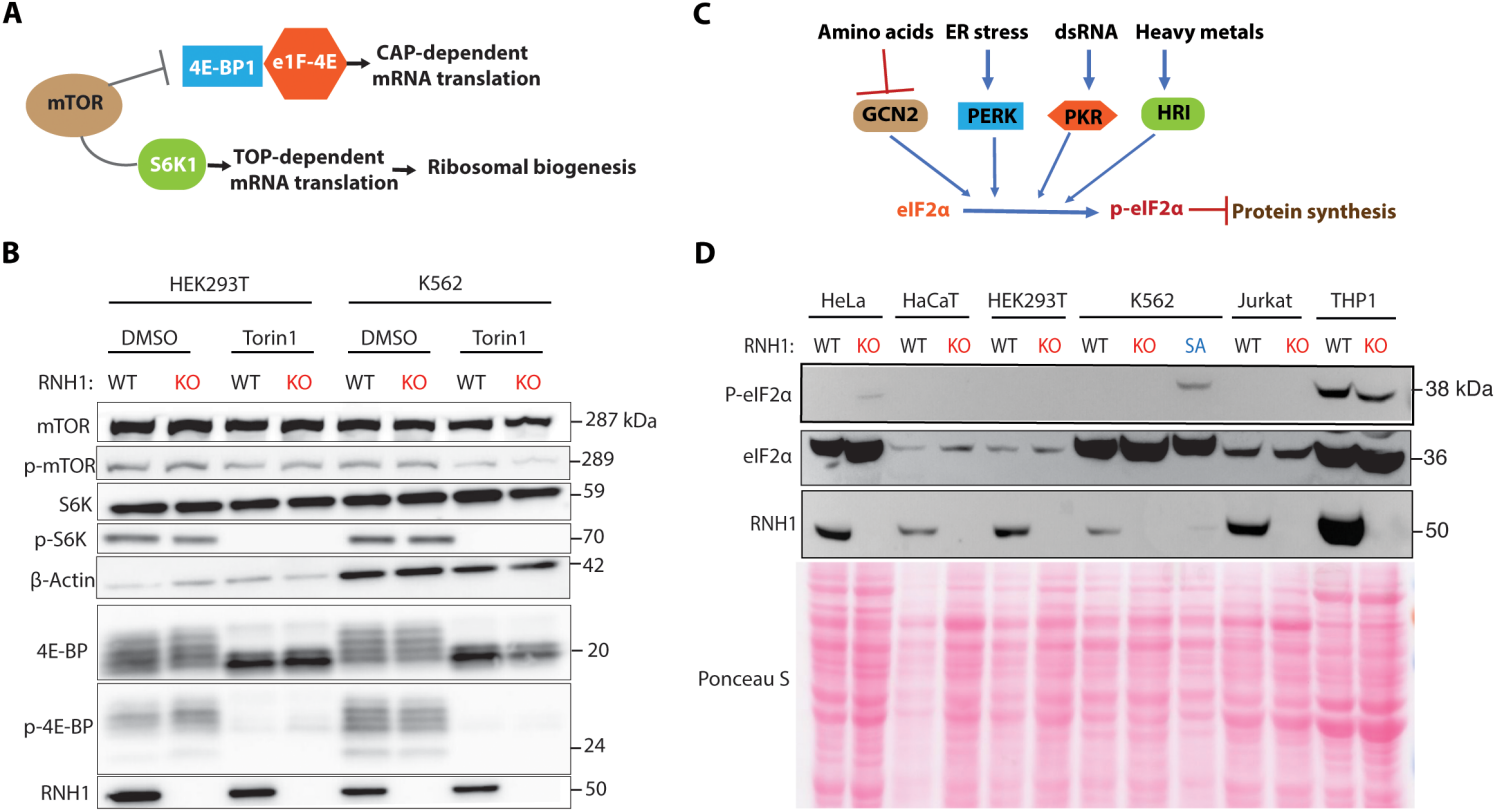
Unaltered mTOR signaling and phosphorylation of eIF2α in the absence of RNH1. (**A**) Schematic of mTOR signaling. (**B**) WT and RNH1 KO HEK293T and K562 cells were treated with or without mTOR inhibitor Torin1 (100 nM) and analyzed by Western blot with the indicated antibodies. Blots are representative of four independent experiments. (**C**) Schematic of eIF2α kinases mediated translation suppression. (**D**) WT and RNH1 KO HeLa, HaCaT, HEK293T, K562, Jurkat, and THP1 cell lysates were analyzed by Western blot with the indicated antibodies. Blots presented are representative of two independent experiments. K562 cells treated with sodium arsenate (SA) (100 μM) are used as positive control for stress-induced translation inhibition.

### RNH1 binds to PABP and is involved in mRNA circularization

Our previously published mass spectrometry (MS) experiments have revealed that RNH1 directly binds to RPs and several RNA processing proteins (*20*). Among its interacting partners, poly(A) binding protein (PABP) caught our attention. Recently, another study also confirmed the binding of RNH1 to PABP (*36*). To further investigate these interactions, we performed co-immunoprecipitation (IP) of endogenous RNH1-interacting proteins using different cell lines (THP1, K562, and HEK293T) followed by MS (fig. S6, A and B, and tables S3 to S5). Supporting previous results, PABP was found to bind to RNH1 in all three cell lines (Fig. 5A). PABP is a well-known translation initiation factor that binds to the poly(A) tail of mRNAs (*37*). Its interaction with poly(A) tail stimulates translation by associating it with the eukaryotic initiation factor 4G (eIF4G) (*38*). This interaction helps to circularize mRNAs by bringing the 3′ end close to its 5′ m^7^G cap via sequential interactions of the 3′-poly(A)-PABP-eIF4G-eIF4E-5′ m^7^G cap (*37*). These interactions play pivotal roles in the translation initiation and maintaining translation efficiency in eukaryotic cells (*39*). Transcripts with a TOP sequences, such as RPs, could be hypersensitive to defects in these interactions (*40*). To further check whether the RNH1 and PABPC1 interactions are poly(A) tail dependent, we performed isothermal titration calorimetry (ITC) using full-length recombinant RNH1 protein and PABPC1-A_24_ [A_24_: 24-mer poly(A), the length of poly(A) covering one molecule of PABPC1] (*41*). No change in heat quantity was detected through the injections, indicating that RNH1 did not bind to PABPC1-A_24_ under this condition (fig. S7A). The spikes detected at regular intervals are due to heat of dilution of the sample and not due to binding of RNH1 to PABPC1-A_24_. To ascertain quality of purified PABPC1, i.e., whether PABPC1 has the ability of binding to poly(A), we tried the interaction analysis of PABP and A_24_. Changes in heat quantity were detected, indicating that PABP bound to A_24_ (fig. S7B). However, the absence of the interaction between RNH1 and PABPC1 in the ITC experiments, despite previous observations (*36*) and the aforementioned MS experiments (Fig. 5A), suggests that other protein(s) might be involved in mediating the binding of RNH1 with PABPC1 endogenously.

**Fig. 5.**
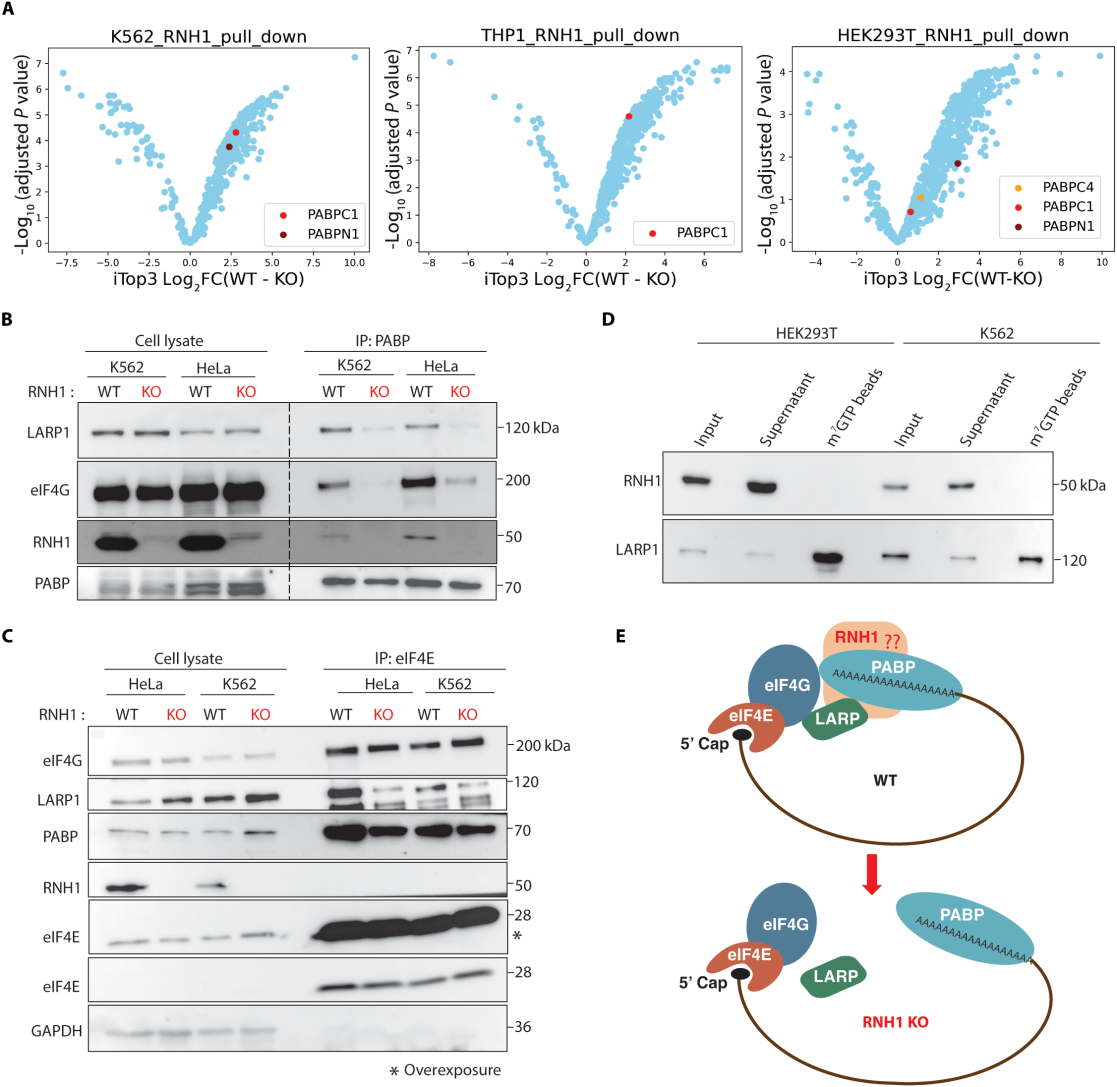
RNH1 binds to PABP and helps in mRNA circularization. (**A**) Volcano plots depicting RNH1 binding total proteome from WT K562, THP1, and HEK293T cells compared with RNH1 KO of corresponding cells. Plots show the comparisons of log_2_(fold changes) (FC) versus adjusted *P* values (false discovery rate–controlled Benjamini and Hochberg multiple test correction) calculated based on peptide-imputed Top3 (iTop3). (**B** and **C**) Whole-cell lysates of WT and RNH1 KO K562 and HeLa cells were used for anti–PABP-IP (B) and anti–eIF4E-IP (C) and then immunoblotted, as indicated. Blots are representative of three independent experiments. (**D**) Whole-cell lysates of K562 and HEK293T cells were used for m^7^GTP IP and immunoblotting, as indicated. Blots are representative of three independent experiments. (**E**) Schematics of RNH1-mediated mRNA circularization.

To check the role of RNH1 in mRNA circularization, PABP-interacting partners from WT and RNH1 KO K562 cells were coimmunoprecipitated. As expected, eIF4G and RNH1 were immunoprecipitated in the PABP-IP of WT K562 cells (Fig. 5B). PABP and eIF4G interactions were decreased in RNH1 KO K562 cells (Fig. 5B). This reduction in interaction between eIF4G⇔PABP might have prevented mRNA circularization and led to the observed translation decrease in RNH1 KO hematopoietic cells. La-related protein 1 (LARP1) is another interacting partner of PABP involved in the translation of RP mRNAs (*42*). LARP1 and PABP interaction also decreased in RNH1 KO K562 cells (Fig. 5B). The levels of PABP, eIF4G, or LARP1 were not altered in WT and RNH1 KO K562 total cell lysates (Fig. 5B). This suggests the dysregulated assembly of factors at the 3′ end of mRNAs in the RNH1 KO K562 cells. To check the scenario at the 5′ end of mRNAs, we pulled down eIF4E-interacting partners, as eIF4E is a cap-binding protein. eIF4E-IP revealed that eIF4E-eIF4G interactions were not altered, but LARP1 and PABP interactions were reduced in RNH1 KO eIF4E-IP (Fig. 5C). This hints that assembly of eIF4E and eIF4G on 5′ cap is unaltered in RNH1 KO cells. LARP1 and PABP were immunoprecipitated with eIF4E likely due to secondary interactions, as there are no direct interactions between LARP1⇔eIF4E⇔PABP known to our knowledge. Further, m^7^GTP cap-binding assay revealed that RNH1 does not bind to the 5′ cap in both hematopoietic and nonhematopoietic cells (Fig. 5D). Thus, RNH1 is absent at the 5′ end and present at the 3′ end of mRNAs via PABP and other unknown factors, supporting reduced interactions between eIF4G⇔PABP but not between eIF4E⇔eIF4G (Fig. 5, B and C). Thus, loss of RNH1 affects mRNA circularization and/or translation initiation by regulating LARP1⇔PABP⇔eIF4G interactions (Fig. 5E). To our surprise, LARP1⇔PABP⇔eIF4G interactions were also reduced in nonhematopoietic RNH1 KO HeLa cells, suggesting that RNH1 regulates LARP1⇔PABP⇔eIF4G interactions in both hematopoietic and nonhematopoietic cells (Fig. 5, B and C). However, this raises the question of why the loss of RNH1 predominantly reduces translation in hematopoietic-origin cells but not in non–hematopoietic-origin cells.

### ANG compensates loss of RNH1-mediated translation defects in nonhematopoietic cells

To address the aforementioned discrepancy, we formulated a hypothesis that non–hematopoietic-origin cells might have specific compensatory mechanisms enabling them to tolerate the RNH1 loss. To explore potential candidates for further investigation, we sought out translation regulators that interact with RNH1 and are exclusively expressed in nonhematopoietic cells but not in hematopoietic-origin cells. ANG emerged as a promising candidate, meeting all the criteria. RNH1 is known to bind to ANG and inhibit its functional activities (*12*). ANG exhibits a very weak ribonucleolytic activity but has strong capabilities in inducing blood vessel growth. It has been implicated in the initiation, progression, and metastasis of tumors (*12*, *43*). Furthermore, ANG plays contrasting roles in translation (*13*, *44*). In stress situations, it cleaves tRNA and decreases translation (*45*). Under favorable growth conditions, ANG translocates to the nucleus, triggering the synthesis of ribosomal RNA (rRNA) and actively participating in cell proliferation (*46*, *47*). To investigate the expression pattern of ANG in hematopoietic- and non–hematopoietic-origin primary human cells, we analyzed publicly available single-cell RNA-seq datasets. We found minimal to no expression of ANG in hematopoietic cells compared to nonhematopoietic cells (Fig. 6A). In line with this, we did not find ANG protein expression in hematopoietic-origin cell lines (Fig. 6B). This finding suggests that ANG might play a distinct role in translation regulation in nonhematopoietic cells, potentially contributing to their ability to cope with the loss of RNH1. The presence of ANG in the nucleus enhances rRNA synthesis (*46*), so we checked its localization by analyzing subcellular fractions of WT and RNH1 KO HeLa and K562 cells. As expected, ANG was not detected in both WT and RNH1 KO K562 cells (Fig. 6C). In RNH1 KO HeLa cells, ANG expression increased in the nucleus and also other cell fractions compared to WT HeLa cells (Fig. 6C). Corroborating this, ANG levels were also increased in RNH1 KO HeLa and HaCaT total cell lysates (Fig. 6, D and E). These results suggest that ANG is either expressed minimally or not at all in hemopoietic-origin cells, but is expressed in non–hematopoietic-origin cells. Additionally, the loss of RNH1 leads to increase in ANG expression and its translocation into the nucleus of non–hematopoietic-origin cells. To check whether the increased nuclear ANG enhances rRNA transcription in RNH1 KO cells, we quantified 47*S* rRNA levels in RNH1 KO HeLa cells via quantitative polymerase chain reaction (qPCR). We found increased rRNA transcription in RNH1 KO HeLa cells (Fig. 6F), supporting the notion that ANG plays a compensatory role in these cells. These results indicate that ANG rescues the loss of RNH1-mediated translation defects in nonhematopoietic cells. This could explain the increased translation observed in RNH1 KO HeLa cells in luciferase reporter assay (Fig. 1D) as well as the elevated RP expression (Fig. 3H).

**Fig. 6.**
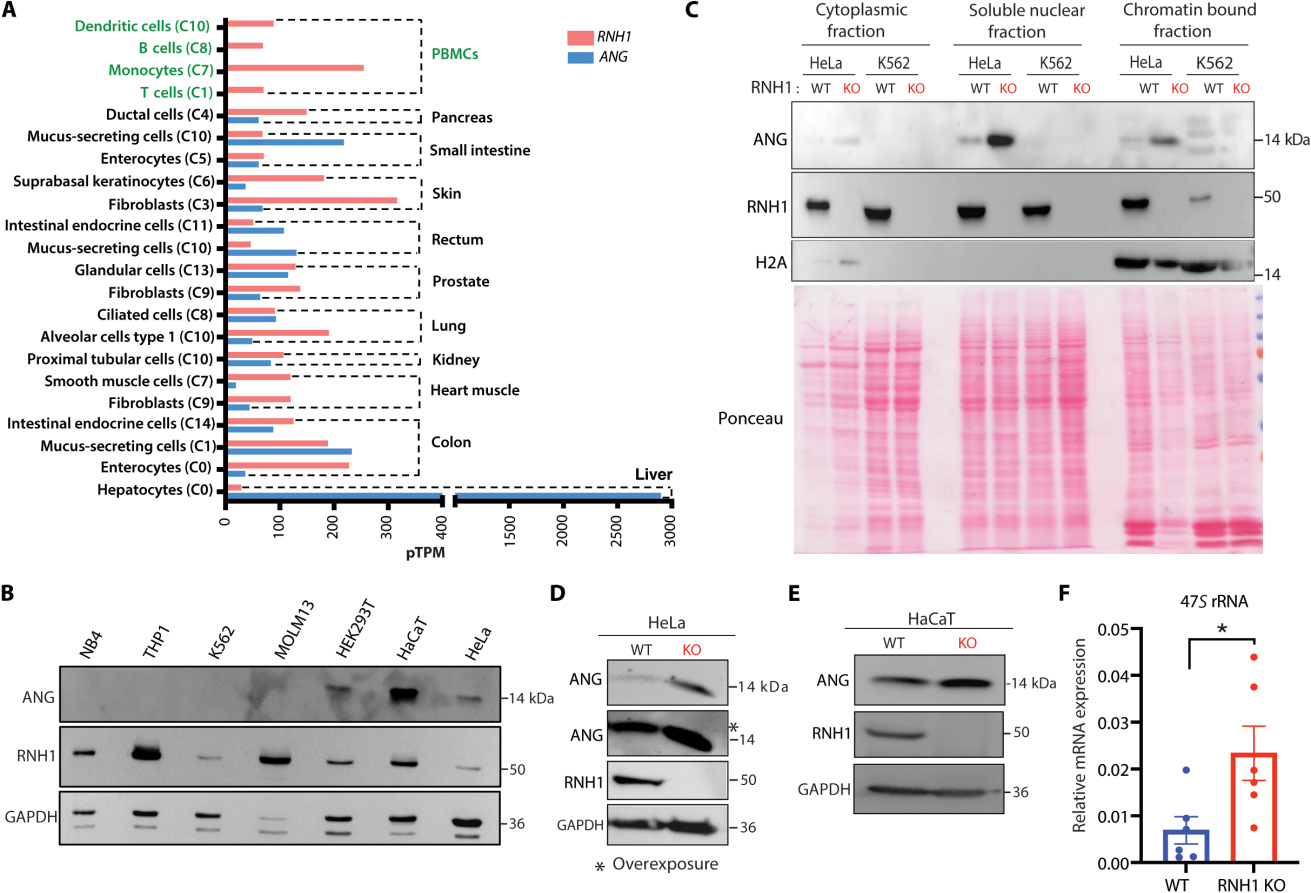
RNH1 deficiency increases ANG expression in nonhematopoietic cells. (**A**) RNH1 and ANG mRNA expression from single-cell RNA sequencing of different human cells from hematopoietic and nonhematopoietic origin. C0 to C11 are cluster numbers. pTPM, protein-transcripts per million. Data source: https://www.proteinatlas.org. (**B**) Total protein lysates from hematopoietic- and non–hematopoietic-origin cell lines were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments. (**C**) Total protein lysates of different cellular fractions from WT and RNH1 KO of K562 and HeLa cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments. (**D** and **E**) Total protein lysates from WT and RNH1 KO HeLa (D) or HaCaT (E) cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments. (**F**) qRT-PCR analysis of WT and RNH1 KO HeLa cells for 47S rRNA, normalized to 18S rRNA. Data are shown as means ± SEM and are representative of six independent experiments. *P < 0.05.

To further ascertain that ANG mediates compensatory mechanism, we deleted ANG in RNH1 KO HeLa cells and monitored translation by OPP incorporation (Fig. 7A). As hypothesized, loss of ANG decreased translation in RNH1 KO HeLa cells (Fig. 7B), while ANG deletion in WT HeLa cells had no impact on translation (Fig. 7, C and D). These results indicate that the loss of ANG has no impact on translation under steady-state conditions. Additionally, we investigated whether expressing ANG in RNH1 KO K562 cells could rescue translational defects. We ectopically expressed GFP-tagged ANG in RNH1 KO K562 cells (Fig. 7, E and F) and monitored translation by OPP incorporation. Supporting the above results, ANG-expressing RNH1 KO K562 cells (GFP^+^) showed increased translation compared to RNH1 KO K562 cells without ANG expression (GFP^−^) (Fig. 7G). Collectively, these results suggest that ANG-mediated translation compensates for the translation defects caused by the loss of RNH1 in nonhematopoietic cells (Fig. 7H). This compensatory mechanism involving ANG could be crucial for maintaining translation efficiency and cellular functions in the absence of RNH1.

**Fig. 7.**
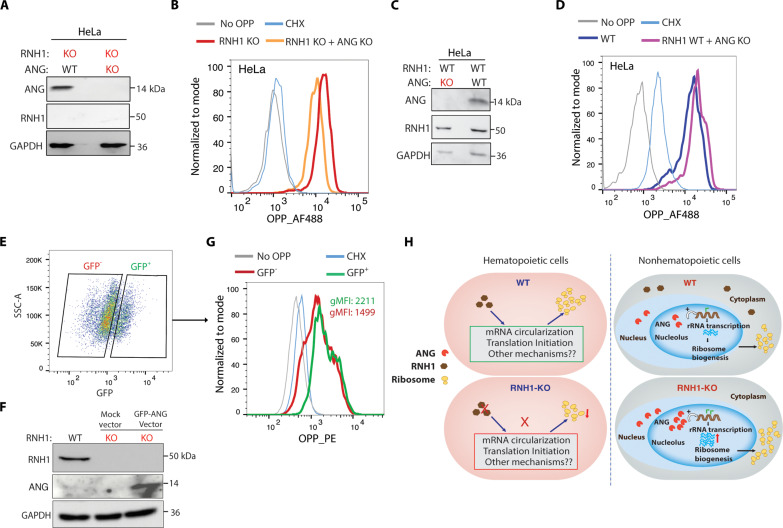
ANG compensates for translational defects in RNH1-deficient nonhematopoietic cells. (**A**) Total protein lysates from RNH1 KO or RNH1 and ANG double KO HeLa cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments. (**B**) RNH1 KO or RNH1 and ANG double KO HeLa cells were incubated for 1 hour with OPP, and FACS analysis was performed to measure OPP incorporation. Representative histograms were shown for OPP fluorescence. Data are representative of three independent experiments. (**C**) Total protein lysates from WT or ANG KO HeLa cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments. (**D**) WT or ANG KO HeLa cells were incubated for 1 hour with OPP, and FACS analysis was performed to measure OPP incorporation. Representative histograms were shown for OPP fluorescence. Data are representative of three independent experiments. (**E** to **G**) RNH1 KO K562 cells were transduced with GFP-tagged ANG and incubated for 1 hour with OPP, and FACS analysis was performed to measure OPP incorporation. FACS analysis shows GFP^+^ and GFP^−^ expressing cells. Data are representative of three independent experiments (E). Total protein lysates from control or GFP-tagged ANG-transduced RNH1 KO K562 cells were analyzed by Western blot with the indicated antibodies. Blots are representative of three independent experiments (F). FACS analysis was performed to measure OPP incorporation in ANG-GFP–transduced RNH1 KO K562 cells. Representative histograms were shown for OPP fluorescence (G). Data are representative of three independent experiments. gMFI, geometric mean fluorescence intensity. (**H**) Illustration of proposed RNH1/ANG–mediated cell type–specific translational regulation.

We next asked whether RNH1-mediated cell type–specific translational defects result in tissue-specific functional impairments. Our previous findings demonstrated that the loss of RNH1 leads to defects in embryonic erythropoiesis. Further, knockdown of RNH1 in human CD34^+^ cells decreased erythroid differentiation (*20*). Similarly, deletion of RNH1 in mouse hematopoietic cells was found to dysregulate hematopoiesis and cause anemia (*48*). Moreover, mutations in the *RNH1* gene in human have also been associated with anemia phenotype (*21*). Overall, these studies collectively provide compelling evidence that the loss of RNH1 leads to defects or dysregulation in hematopoiesis. In contrast to the hematopoietic system, we observed no major phenotypic differences in liver-specific *Rnh1^−/−^* (*Rnh1^fl/fl^, Alb-Cre^Tg/+^*) mice compared to WT. Liver-specific *Rnh1^−/−^* mice exhibited normal survival rates, and there were no changes in body as well as liver weight (fig. S8, A to C). Additionally, liver function tests, such as alanine transaminase (ALT) and aspartate transaminase (AST) assays, also showed no significant differences between WT and liver-specific *Rnh1^−/−^* mice (fig. S8, D and E). Furthermore, blood glucose and peripheral blood levels were also similar in both groups (fig. S8, F and G). Moreover, we analyzed these mice for 18 months and did not notice any survival differences between WT and liver-specific *Rnh1^−/−^* mice (fig. S8H). Although we cannot completely exclude the possibility of translation-independent RNH1 functions contributing to tissue-specific phenotype, the absence of major phenotypic differences in liver-specific *Rnh1^−/−^* mice strongly indicate that the absence of RNH1 leads to tissue-specific defects, consistent with the observed translation defects in specific tissues.

## DISCUSSION

Collectively, these findings unveil the existence of cell type–specific global translation regulation, with RNH1, a ribosome-associated protein, emerging as a key regulator of translation. Our results suggest that RNH1 potentially governs the global translation by controlling the translation of ribosomal protein transcripts by regulating mRNA circularization. Nevertheless, further investigations are required to fully comprehend the precise mechanisms by which RNH1 mediates translation regulation. Consistent with the role of RNH1 in translation, we observed a decrease in translation upon the loss of RNH1 in hematopoietic-origin cells. However, this decrease in translation was not observed in non–hematopoietic-origin cells. Our results conclusively demonstrate that this translation specificity is mediated by a compensatory mechanism regulated by ANG. In non–hematopoietic-origin cells, ANG is expressed, and the loss of RNH1 further amplifies its expression. This increased ANG expression enhances translation through rRNA synthesis and compensates for the translation defects caused by RNH1 loss. Conversely, hematopoietic-origin cells either do not express ANG or express it at very low levels, making them susceptible to translational defects following RNH1 loss (Fig. 7H). However, how ANG-mediated increase of rRNA production overcomes mRNA circularization defects and increases global translation in RNH1-deficient non–hematopoietic-origin cells requires further studies. While our results strongly indicate that the loss of RNH1 substantially reduces translation in hematopoietic-origin cells, we cannot dismiss the possibility that other cell types might also be vulnerable to RNH1-mediated translation defects, considering the existence of over 200 different cell types in the human body (*49*).

Genes involved in translation, such as ribosomal protein genes, are highly conserved across eukaryotes. However, RNH1 and ANG genes have only evolved in vertebrates (fig. S1) (*50*), suggesting that vertebrates have developed an additional layer of translation control through cell type–specific regulation. These regulatory or compensatory mechanisms may play a crucial role in facilitating efficient protein translation and ensuring overall organismal survival. Although further investigation is warranted, it is tempting to speculate that these compensatory mechanisms might contribute to the specific phenotypes observed in ribosomopathies. Our study serves as a prime example of the regulation of cell type–specific global translation, highlighting the significance of comprehending these regulatory mechanisms to gain a comprehensive understanding of the translation process in vertebrates. Considering the substantial role of translation dysregulation in cancer progression, neurological diseases, and ribosomopathies (*4*, *35*, *51*, *52*), understanding tissue-specific translation regulators would be highly advantageous for targeting these specific diseases.

## MATERIALS AND METHODS

### Generation of mouse model and in vivo OPP incorporation studies

Generation of *Rnh1* conditional KO (*Rnh1^fl/fl^*) mice was reported previously (*19*). We crossed *Rnh1^fl/fl^* mice with *Mx1-Cre* (Jackson: 002527) and Albumin Cre mice (Jackson: 0103574) to generate inducible *Rnh1^−/−^* mice (*Rnh1^fl/fl^ Mx1-Cre*^+^) and liver-specific *Rnh1^−/−^* mice (*Rnh1^fl/fl^, Alb-Cre^Tg/+^*), respectively. *Rnh1* was excised in *Rnh1^fl/fl^ Mx1-Cre*^+^ mouse model by giving three rounds of 200 μg of Polyinosinic:polycytidylic acid [poly(I:C)] (InvivoGen) using intraperitoneal injections once every 2 days. The screening for *Rnh1* deletion after Cre recombination was performed by PCR genotyping as described previously (*19*). Western blot was also performed using spleen and liver to check RNH1 protein expression. The genotypes of the mice could not be blinded or randomized due to the experimental design. All groups of mice (experimental and control mice) were age- and sex-matched. We used littermates for our experiments. We used mice aged 8 to 12 weeks for experiments, unless otherwise stated. Mice were maintained at specific pathogen–free (SPF) conditions at the University Bern, Switzerland. All animal experiments were approved by the Swiss Federal Veterinary Office (Bern, Switzerland) under valid authorization (BE19/2019, BE103/2022). Mice were handled according to Swiss Federal Veterinary Office guidelines under valid authorization.

*Rnh1^−/−^* mice (*Rnh1^fl/fl^ Mx1-Cre*^+^ and *Rnh1^fl/fl^, Alb-Cre^Tg/+^* mice) and WT littermates (*Rnh1^fl/fl^ Cre*^−^) were injected intraperitoneally with OPP (Invitrogen) (50 mg/kg). Phosphate-buffered saline (PBS) was injected in the vehicle group. After 1 hour, the organs were collected and embedded in paraffin. Staining was performed as described previously (*28*). Briefly, after fixation and permeabilization, tissue slides were stained by CuAAC with the tetramethylrhodamine (TMR)–azide (Click-iT reaction) to fluorescently label OPP incorporated peptides. Finally, the tissue sections were counterstained with Hoechst, mounted in standard mounting media, and then imaged using a Nikon Ti-E fluorescence microscope.

### Cells and cell culture media

Cell lines K562, HEK293T, THP1, MOLM13, Jurkat, HeLa, HaCaT, and SH-SY5Y were grown in RPMI 1640 GlutaMAX-I medium (Invitrogen) or DMEM (500 ml, Thermo Fisher Scientific) supplemented with 10% (v/v) fetal bovine serum (FBS) (Amimed) and 1% penicillin and streptomycin (PAA Laboratories) and incubated at 37°C and 5% CO_2_. K562, HEK293T, THP1, Jurkat, HeLa, and HaCaT cell lines were described previously (*20*, *53*, *54*). Cell lines were tested negative for mycoplasma contamination using the MycoAlert Mycoplasma Detection Kit (Lonza, catalog no. LT07-318). MOLM13 cells were purchased from the American Type Culture Collection. Jurkat and HeLa cells were provided by P. Schneider (University of Lausanne, Lausanne, Switzerland). HaCaT cells were provided by E. J. Müller (University of Bern, Bern, Switzerland). SH-SY5Y cells were provided by S. Saxena (University of Bern, Bern, Switzerland).

### Reagents and plasmids

We purchased cycloheximide (CHX) and sodium arsenite from Sigma-Aldrich, mTOR inhibitor Torin-1 from InvivoGen, and Click-iT reaction kit and Dynabeads from Invitrogen (Thermo Fisher Scientific). Full-length RNH1-Flag construct and full-length GFP-RNH1 plasmids were described previously (*20*). To generate full-length GFP-ANG plasmid, the human ANG full coding sequence (ORIGEN RC 208874) was cloned into the entry vector pENTR4-GFP-C1 (W392-1, Addgene) and then recombined into the destination vector pLenti CMV Blast DEST (706-1, Addgene) plasmid using the Gateway cloning method. We purchased Renilla reporter constructs containing the promoter and 5′UTRs of eEF2 with either WT (*pIS1-Eef25UTR-renilla*; 38235) or mutant TOP sequences (*pIS1-Eef25UTR-TOPmut-renilla*; 38236) from Addgene.

### Generation of CRISPR/Cas9-mediated RNH1 and ANG KO cells

RNH1 KO cell lines were generated as described previously (*20*). For generation of ANG KO in WT and RNH1-KO HeLa cells, CRISPR guide RNA (gRNA) sequences targeting exon 1 on different regions of human ANG were designed and KO cells were obtained as described previously (*20*). Target exon and the seed sequences preceding the protospacer adjacent motif (PAM) are as follows: ANG_sgRNA1_F, 5′-CACCGAACGTTTCTGAACCCCGCTGTGG-3′; ANG_sgRNA1_R, 5′-AAACCCACAGCGGTTCAGAAACGTTC-3′. Primer2: ANG_sgRNA2_F, 5′-CACCGTGGCAACAAGCGCAGCATCAAGG-3′; ANG_sgRNA2_R, 5′-AAACCCTTGATGCTGCGCTTGTTGCCAC-3′. All generated KO clones were tested negative for mycoplasma contamination using the MycoAlert Mycoplasma Detection Kit (Lonza, catalog no. LT07-318).

### Reconstitution of Flag-RNH1 in RNH1-KO K562 cells

Flag-RNH1 was subcloned into the retroviral vector pMSCVpuro (Clontech) as described previously (*20*). Retroviral vector pMSCVpuro-Flag–RNH1 was cotransfected with the helper plasmids VSV-G and Hit60 into HEK293T cells using PEI transfection reagent. Culture supernatants containing recombinant viral particles were harvested and used to infect RNH1-KO K562 cells. To establish stable cell lines, puromycin (5 μg/ml) was added to the cells 3 days after infection for selection.

### Generation of RNH1-KO K562 cells expressing GFP-ANG

RNH1-KO K562 cells were infected with lentiviruses expressing ANG (pLenti CMV Blast GFP-ANG) or the empty vector pLenti CMV Blast DEST (706-1, Addgene) as previously described (*55*). At 48 hours after infection, cells were used for OPP incorporation experiments.

### Generation of Flag-RNH1–overexpressing K562 and HeLa cells

Retroviral vector pMSCVpuro-Flag–RNH1 was cotransfected with the helper plasmids VSV-G and Hit60 into HEK293T cells using PEI transfection reagent. Culture supernatants containing recombinant viral particles were harvested and used to infect K562 and HeLa cells. To establish stable cell lines, puromycin (5 μg/ml) was added to the cells 3 days after infection for selection.

### In vitro OPP and AHA incorporation assays

To measure the translation in cells, we performed OPP incorporation assays. OPP is an analog of puromycin that gets incorporated into nascent polypeptides. Cells were incubated with OPP (50 μM) for 1 hour and then washed with PBS. Click-iT reaction was performed using Alexa Fluor 488–azide or TAMRA-azide and the Click-iT Protein Reaction Buffer Kit (C10276, Invitrogen) for 30 min according to the manufacturer’s protocol.

For cell lines resistant to puromycin, we used AHA instead of OPP. To deplete methionine reserves, cells were incubated for an hour in a methionine-free RPMI medium (R7513, Sigma-Aldrich) containing 2 mM l-glutamine. Then, cells were washed and treated with AHA (C10102, Life Technologies) at a final concentration of 50 μM for 1 hour. After incubation, cells were washed with PBS, and Click-iT reaction was performed using Alexa Fluor 488–alkyne or TAMRA-alkyne and the Click-iT Protein Reaction Buffer Kit (C10276, Invitrogen) for 30 min according to the manufacturer’s protocol.

### Hepatocyte isolation

Hepatocytes were isolated from WT (*Rnh1^fl/fl^*) and *Rnh1^−/−^* mice (*Rnh1^fl/fl^, Alb-Cre^Tg/+^*) by using a two-step collagenase perfusion method, as previously described (*56*). The isolated live hepatocytes were plated and subjected to OPP incorporation assays as described above.

### Luciferase reporter assays

WT or RNH1 KO cells were transfected with plasmid containing luciferase reporter gene having *ACTB* or *GAPDH* 5′UTR (*7*). Lipofectamine 3000 was used for transfection as per the manufacturer’s instructions. After 48 hours of incubation, cells were washed and lysed in a lysis buffer (E1500 Promega). Lysates were mixed with Firefly luciferase assay reagent (E1500 Promega) as per the manufacturer’s protocol and scanned for luminescence in a Tecan scanner.

### Renella luciferase reporter assays

WT or RNH1 KO K562 cells we transfected with Renilla reporter constructs containing the promoter and 5′UTRs of eEF2 with either WT or mutant TOP sequences (*33*). Lipofectamine 3000 was used for transfection as per the manufacturer’s instructions. After 24 hours of incubation, cells were mixed with Renilla-Glo luciferase assay reagent (E2710, Promega) as per the manufacturer’s protocol and scanned for luminescence in a Tecan scanner.

### Polysome profile analysis and fractionation

Polysome profiling was performed as described previously (*20*). Briefly, 5 × 10^6^ to 8 × 10^6^ cells were washed with PBS containing CHX (100 μg/ml) and resuspended in 200 μl of hypotonic buffer [1.5 mM KCl, 2.5 mM MgCl_2_, and 5.0 mM tris-Cl (pH 7.4)] and 200 μl of hypotonic lysis buffer [same with 2% sodium deoxycholate, 2% Triton X-100, and 2.5 mM dithiothreitol (DTT)] plus CHX and gently disrupted using a Dounce homogenizer. The lysates were centrifuged at 8000*g* for 10 min at 4°C. The optical density (OD) of supernatant sample was measured on Ultrospec UV/Visible Spectrophotometer 1000 (Pharmacia Biotech). Equal OD of the supernatant was supplemented with 80 μl of heparin. Linear 10% to 50% sucrose gradients [80 mM NaCl, 5 mM MgCl_2_, 20 mM tris-Cl (pH 7.4), and 1 mM DTT] were prepared manually. The supernatant was loaded onto the pre-prepared sucrose gradients. Gradients were placed onto a pre-cooled SW41 Ti rotor (Beckman Coulter) and centrifuged at 39,000 rpm for 2.45 hours at 4°C using Optima XPN-80 Ultracentrifuge (Beckman Coulter). Following centrifugation, gradients were replaced onto a gradient density fractionation system (Brandel) and separated through a live OD 254 nm using a UA-6 UV/Vis detector (Teledyne Isco). Polysome fractions were collect using a Foxy R1 fraction collector (Teledyne Isco).

### RNA isolation and qRT-PCR

Total RNA was isolated from cells using the QIAGEN RNeasy Kit according to the manufacturer’s protocol. Polysomal RNA was isolated from polysome fractions by TRIzol (Invitrogen) according to the manufacturer’s protocol. Reverse transcription and real-time PCR (RT-PCR) from total RNA was carried out as described previously (*20*). The SYBR Green Dye detection system was used for quantitative real-time PCR on LightCycler 480 (Roche, Switzerland). Gene-specific primers (Microsynth AG, Switzerland) used are listed in table S6. Reactions containing ddH_2_O instead of cDNA were used as negative controls for target and housekeeping genes.

### tiRNA gel electrophoresis

HeLa and K562 cells were cultured in six-well plates. For positive control, cells were treated with 250 μM sodium arsenite for 2 hours. Total RNA was isolated from all samples as described above and heated with RNA loading dye at 60°C for 5 min. Then, RNA was separated on 15% urea polyacrylamide gel electrophoresis (PAGE) gel and tiRNAs detected as described previously (*57*).

### RNA-seq experiments and bioinformatic data analysis

RNA-seq from total RNA was reported previously (*20*). For polysome RNA sequencing, between 200 ng and 1 μg of high-quality RNA (RNA integrity number > 7) samples were used for cDNA synthesis and library preparation using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina). The cDNA libraries were then sequenced with 2 × 150–base pair reads on an Illumina HiSeq3000 instrument. The quality of the RNA-seq data was assessed using fastqc v.0.11.2 (Babraham Bioinformatics), RSeQC v.2.6.1 (*58*), and Qualimap v.2.2.1 (*59*). The readings were mapped to the human reference genome (assembly GRCh38) using HiSat2 v.2.1.0 (*60*). We then used Feature Counts from Subread v.1.5.3 (*61*) to count the number of readings overlapping with each gene as specified in the Ensembl annotation. 

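The authors' deposited table lists a log2 fold change of WT over KO, so that genes lower in RNH1 KO cells have positive values there. It gives RNH1 a log2 fold change of 1.48 (adjusted p = 4.21e-07 from the authors' DESeq2). In the authors' deposited table 4259 genes were lower and 4072 higher in KO at an adjusted p under 0.1. Of 7662 of these genes that were also tested here with limma, 7517 were called in the same direction and 0 in the opposite one. With the reads recovered from the normalized counts, edgeR called 8186 genes changed and DESeq2 8293, of which 7622 and 7466 were called by limma too.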

For each total RNA and polysome RNA-seq data, the Bioconductor package DESeq2 v.1.18.0 (*62*) was used separately to test for the differential gene expression between RNH1-deficient cells and controls. TopGo was used to identify GO terms containing unusually many differentially expressed genes (*63*). From the above gene expression file, total genes (4029) with a cutoff of *P*_adj_ < 0.1 in polysomal RNA-seq and total-seq were selected. This includes the expression of ribosomal (152) and nonribosomal genes (3877) in WT and RNH1-deficient (KO) K562 cells. 

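Taken by gene symbol, 331 loci named as ribosomal (cytosolic and mitochondrial RP genes, their paralogs and pseudogenes) were tested in the polysomal RNA, of which 194 were lower in RNH1 KO cells, 56 were higher and 81 did not pass. Adjusted over the list alone, 198 were lower and 58 higher. Their median log2 fold change was -0.78 (camera adjusted p = 2.68e-11 at the preset correlation, adjusted p = 0.16 with an estimated correlation).
Of 78 mitochondrial RP mRNAs, which encode the ribosome of mitochondria, 62 were lower, 0 were higher and 16 did not pass (63 lower when adjusted over the list alone). None was higher at an unadjusted p under 0.05 from limma or by edgeR or DESeq2. Their median log2 fold change was -0.82 (camera adjusted p = 1.38e-16, and adjusted p = 0.0696 with an estimated correlation). Random sets matched on transcript length, drawn without RP and replication histone genes, averaged -0.37, and the lowest of 10000 sets reached -0.79. Of 7 paralogs of RPs, 5 were lower and 2 did not pass (6 lower when adjusted over the list alone), with a median of -1.44 (camera adjusted p = 6.16e-05, and adjusted p = 0.237 with an estimated correlation). RPL22L1 had a log2 fold change of -2.99 (standard error 0.28, adjusted p = 5.63e-07 from limma), RPS27L of -2.76 and RPL26L1 of -1.88. RP pseudogenes, which can share reads with their parent genes, went both ways, with 54 of 155 lower, 52 higher and 49 not passing (56 lower and 54 higher when adjusted over the list alone). RPS27P3 fell from 3033 ± 1068 to 109 ± 19.9 normalized counts (SD, n = 3 each), RPL39P3 from 319 ± 126 to 16.0 ± 5.02 and RPL41P5 from 709 ± 304 to 44.5 ± 3.2. RPL35P3 was at 28.0 ± 3.70 in KO and at 1.07 ± 1.04, below the level of 3 reads, in WT. The median of the RP pseudogenes was -0.12 and their mean 0.04, and camera did not call the set (adjusted p = 0.507). The median was 0.10 under upper-quartile scaling and 0.31 under library total scaling, where the median of all genes was 0.35 and the set was called lower than the other genes (camera adjusted p = 0.072). Among the 44 with a mean of at least 100 the median was -1.36, and the set was called lower (camera adjusted p = 9.18e-11).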

The values of log_2_(expression in total RNA-seq of WT) were plotted against the log_2_(expression in total RNA-seq of KO) using custom Python script. Similarly, the values of log_2_(expression in polysome RNA-seq of WT) were plotted against the log_2_(expression in polysome RNA-seq of KO). Dotted lines separate genes with log_2_(fold change) <1 and >1. Joint analysis of the polysomal and total RNA was performed with anota2seq v.1.0.1 in R v.3.4.2 to assign genes to different regulatory modes (*32*). ANOTA filtered genes (262) were plotted as described in the above paragraph.

To find the change in the translational activity of genes, 4029 genes with a cutoff of *P*_adj_ < 0.1 in polysomal RNA-seq and total RNA-seq were selected. The TA of these genes was calculated as polysomal RNA/Total RNA. The values of log_2_(TA) were plotted with log_2_(total RNA). Dotted lines separate genes with log_2_(fold change) <1 and >1. The translational activity of ANOTA filtered genes (262) was also calculated and plotted as described in the above paragraph.

### Immunoblot analysis

Cells from different cell lines, mouse total bone marrow cells, and hepatocytes were resuspended in the lysis buffer [20 mM tris (pH 7.4), 150 mM NaCl, 1% (v/v) NP-40, 10 mM EDTA]. Extracts were used for immunoblot after removing debris. Nitrocellulose membranes were stained with Ponceau S to ensure equal protein loading. The antibodies used for immunoblots are listed in Table 1.

**Table 1.** Antibodies: Details of the antibodies used in the study.

Antibody	Reactivity	Manufacturer	Reference
Anti-RNH1 (A-9)	Human	Santa Cruz Biotechnology	sc-365783
Anti-RNH1 (C-10)	Mouse	Santa Cruz Biotechnology	sc-271725
Anti-GAPDH (G-9)	Human, mouse	Santa Cruz Biotechnology	sc-365062
Anti–β-actin	Human, mouse	Abcam	ab8227
Anti-ANG	Human	Santa Cruz Biotechnology	sc-74528
Anti-mTOR (7C19)	Human	Cell Signaling	2983T
Anti–P-mTOR (Ser^2448^)	Human	Cell Signaling	5536T
Anti–P–4E-BP1 (Thr^37/46^)	Human	Cell Signaling	2855T
Anti–4–EB-P1	Human	Cell Signaling	9644T
Anti–p70 S6 kinase (Thr^389^)	Human	Cell Signaling	9234T
Anti–p70 S6 kinase	Human	Cell Signaling	sc-8418
Anti-RPL11	Human, mouse	Santa Cruz Biotechnology	sc-25931
Anti-RPS3	Human, mouse	Santa Cruz Biotechnology	sc-376008
Anti-RPS21	Human, mouse	Santa Cruz Biotechnology	sc-514411
Anti-H2A	Human	Cell Signaling	12349T
Anti-RPS19	Human, mouse	Santa Cruz Biotechnology	sc-100836
Anti-PABP1	Human	Santa Cruz Biotechnology	sc-32318
Anti-eIF4E	Human	Santa Cruz Biotechnology	sc-9976
Anti-eIF4G	Human	Cell Signaling	2469T
Anti-LARP1	Human	Santa Cruz Biotechnology	sc-515873
Anti-eIF2a	Human, mouse	Santa Cruz Biotechnology	sc-133132
Anti–P-eIF2a	Human, mouse	Cell Signaling	9721

### Co-IP experiments

WT or RNH1-KO cells were resuspended in the lysis buffer [20 mM tris (pH 7.4), 100 mM NaCl, 1% (v/v) Triton X-100, 10 mM EDTA]. Dynabeads were incubated with anti-PABP1 or anti-eIF4E antibody for 20 min and then washed with PBS + Tween 20. Subsequently, antibody-bound Dynabeads were incubated overnight with the cell lysate at 4°C. After washing, beads were resuspended in sample buffer and analyzed via immunoblot.

### Cap-binding assay

For cap-binding assay, cell lysates were prepared as described above. Then, 50 μl of the blank agarose bead control slurry and 50 μl of the γ-aminophenyl-m^7^GTP agarose C10-linked bead slurry (Jena Biosciences) were taken to separate 1.5-ml microcentrifuge tubes, centrifuged, and washed. Cell lysates were incubated with blank beads for 10 min at 4°C. Then, this mixture was centrifuged, and supernatant was transferred to the tube containing γ-aminophenyl-m^7^GTP agarose C10-linked beads. Beads and lysates were incubated together overnight at 4°C on a rotor. Then, the beads were washed, resuspended in sample buffer, and analyzed via immunoblot.

### MS analyses

WT or RNH1-KO human THP1, K562, and HEK293T cells (5 × 10^6^) were resuspended in the lysis buffer [20 mM tris (pH 7.4), 150 mM NaCl, 1% (v/v) NP-40, 10 mM EDTA]. Extracts were immunoprecipitated with anti-RNH1 magnetic beads and then were assessed by immunoblot. For MS analyses, beads after IP were washed with PBS and resuspended in 30 μl of 8 M urea and 50 mM tris-HCl (pH 8) and proteins were reduced (10 mM DTT, at 37°C for 30 min), followed by alkylation with 50 mM iodoacetamide (at 37°C for 30 min in the dark) and digestion by 100 ng of trypsin overnight at room temperature after dilution of urea to 1.3 M with 20 mM tris-HCl and 2 mM calcium dichloride (pH 8.0). The digests were acidified with trifluoroacetic acid and analyzed by nano–liquid chromatography (LC)–MS/MS (PROXEON coupled to a QExactive HF mass spectrometer, Thermo Fisher Scientific) with three injections of 5-μl digest each. Peptides were trapped on a micro-precolumn C18 PepMap100 (5 μm, 100 Å, 300 μm × 5 mm, Thermo Fisher Scientific, Reinach, Switzerland) and separated by backflush onto the analytical nano-column (C18, 3 μm, 155 Å, 0.075 mm inside diameter × 150 mm length, Nikkyo Technos, Tokyo, Japan) applying a 40-min gradient of 5% acetonitrile to 40% in water and 0.1% formic acid at a flow rate of 350 nl/min. The full-scan method was set with resolution at 60,000 with an automatic gain control (AGC) target of 1 × 10^6^ and maximum ion injection time of 50 ms. The data-dependent method for precursor ion fragmentation was applied with the following settings: resolution 15,000, AGC of 1 × 10^5^, maximum ion time of 110 ms, mass window 1.6 mass/charge ratio (*m*/*z*), collision energy 27, under fill ratio 1%, charge exclusion of unassigned and 1+ ions, peptide match preferred, and dynamic exclusion of fragmented precursors for 20 s, respectively.

MS data were interpreted with MaxQuant (version 1.5.4.1) (*64*) against a forward and reversed Swiss-Prot human protein sequence fasta file (release December 2017) using the following settings: strict trypsin cleavage rule allowing up to three missed cleavage sites; variable modifications of acetylated protein N termini and oxidation of methionine and fixed carbamidomethylation of cysteines; peptide and fragment mass tolerances of 10 and 20 parts per million (ppm); and match between runs of the same sample type activated, but not between different types, to avoid over-interpretation. Identified peptides and proteins were filtered to a 1% false discovery rate based on reversed database matches, and a minimum of two razor or unique peptides were requested for acceptance of protein group identification.

### Phylogenetic tree reconstruction

Human RNH1 DNA sequence (NM_203387.3) was used as a query to perform nucleotide Blast with selected species. From Blast output, only those pairs that had query cover more than 70% (except for nonmammalian species) and percent identity more than 60 were selected. No significant similarity was found below class “Reptilia” with above criteria. DNA sequences of selected species with these criteria were aligned using MAFFT multiple sequence aligner (*65*). Phylogenetic analysis was performed on IQ-Tree webserver (http://iqtree.cibiv.univie.ac.at/) using ultrafast bootstrap analysis with 1000 bootstrap alignments. Phylogenetic tree was visualized using Interactive Tree Of Life (iTOL). Sequences used for multiple sequence alignment are as follows: NM_203387.3 *Homo sapiens*; XM_024241348.1 *Pongo abelii*; XM_004050348.3 *Gorilla gorilla gorilla*; NM_001009060.1 *Pan troglodytes*; XM_001488475.4 *Equus caballus*; NM_145135.3 *Mus musculus*; NM_001047113.1 *Rattus norvegicus*; NM_001006473.1 *Gallus gallus*; XM_019485196.1 *Alligator mississippiensis*; XM_008120593.1 *Anolis carolinensis*.

### ITC experiments

The interaction analysis between RNH1 and PABPC1-A_24_, as well as between A_24_ and PABPC1, was performed using ITC (*66*) and MicroCal PEAQ-ITC (Malvern Instruments). Human PABPC1 was expressed and purified as previously reported (*41*). RNH1 and A_24_ were purchased from Promega (Madison, WI, USA) and Gene Design Inc. (Osaka, Japan), respectively. All samples were prepared in buffer containing 10 mM Na_2_HPO_4_ (pH 7.4), 1.8 mM KH_2_PO_4_, 137 mM NaCl, and 2.7 mM KCl. The experiments were performed at 25°C. PABPC1-A_24_ (8.9 μM) and PABPC1 (1.0 μM) were titrated with RNH1 (89 μM) and poly(A) (A_24_) (9.7 μM), respectively. A “One Set of Sites” model was applied for curve fitting. Thermodynamic parameters with error values were calculated from the fitted data.

### Statistical analysis

Data were expressed as means ± SEM of at least three biological replicates or three independent replicates from each genotype. Comparison between two groups was performed by two-tailed *t* test. A value of *P* < 0.05 was considered to be statistically significant. All statistical analyses were calculated using GraphPad Prism V. 9.5.1. No statistical methods were used to predetermine sample size. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment. 

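The 3 KO samples lay closer to each other than the 3 WT samples did. Across the genes tested, the Pearson correlation of log2 values was 0.991 to 0.993 between KO samples and 0.972 to 0.977 between WT samples (across genes, which are not independent replicates). The median absolute log2 difference was 0.18 to 0.20 between KO samples and 0.41 to 0.48 between WT samples. The first principal component held 69.7% of the variance and separated the genotypes, and the second, with 14.8%, separated WT replicate 2 from WT replicates 1 and 3. The median log2 value of the RP mRNAs relative to the WT mean was 0.15, -0.29 and 0.12 in WT replicates 1, 2 and 3, and -1.51, -1.58 and -1.63 in KO replicates 1, 2 and 3. No pair of samples differed by as little as sampling noise alone gives, and all 6 were counted as separate samples.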

Polysome RNA-seq experiments were performed using three independent replicates from each genotype. MS studies were also performed on three independent replicates.

# Supplementary material for: Ribonuclease inhibitor and angiogenin system regulates cell type–specific global translation
**Source:** Sci Adv. 2024 May 31;10(22):eadl0320. doi: 10.1126/sciadv.adl0320
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Legends for tables S1 to S6

Supplementary Materials for
**Ribonuclease inhibitor and angiogenin system regulates cell type–specific
global translation**

Martina Stillinovic *et al.*

Sci. Adv. **10**, eadl0320 (2024)
DOI: 10.1126/sciadv.adl0320

The PDF file includes:

Figs. S1 to S8
Legends for tables S1 to S6

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S6

Fig. S1

A

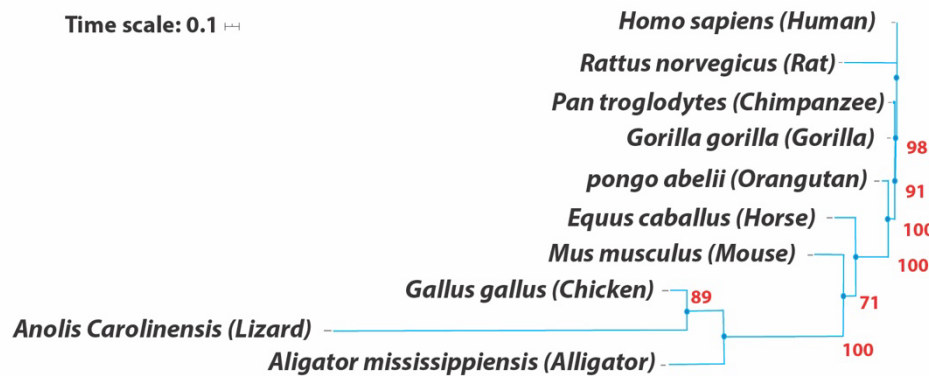

B

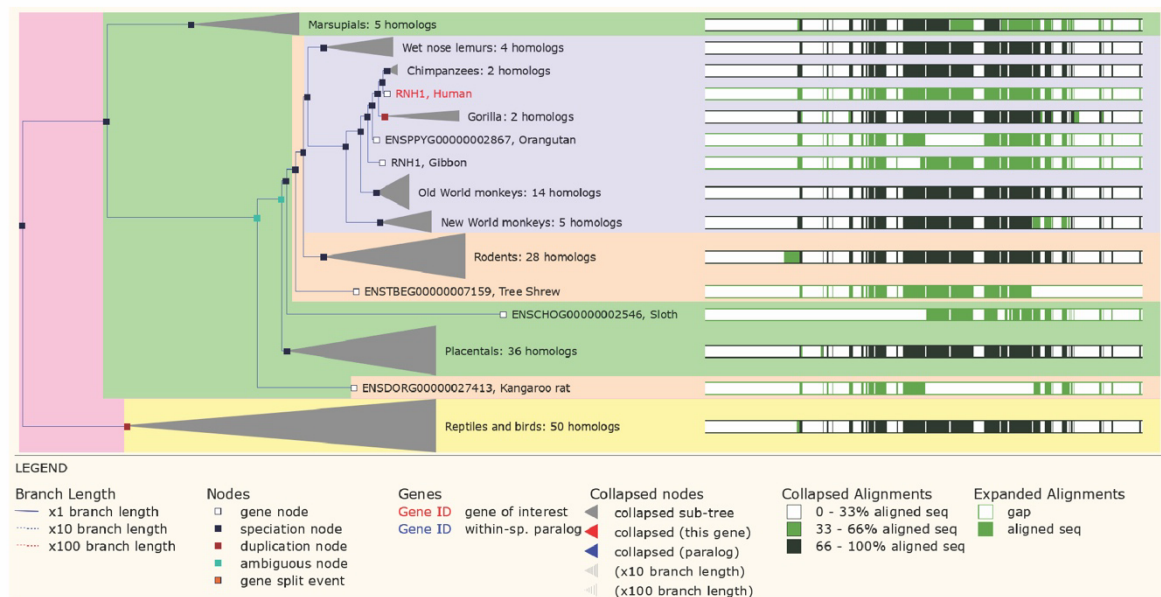

Fig S1. *RNH1* gene evolved only in vertebrates

(A) Phylogenetic tree representing the evolutionary relationships between vertebrate *RNH1* suggesting that it has diverged minimally among different subclasses of mammals. *RNH1* DNA sequence alignments were made using MAFFT. A maximum likelihood phylogenetic tree was generated using IQ-Tree with 1000 bootstrap replicates. Bootstrap values >70% are shown in red. (B) Ensembl gene tree for *RNH1* generated by the Gene Orthology/Paralogy prediction method. Gene trees are constructed using one representative protein for every gene in every species in Ensembl. The figure shows the maximum likelihood phylogenetic tree representing the evolutionary history of *RNH1* gene.

Fig. S2

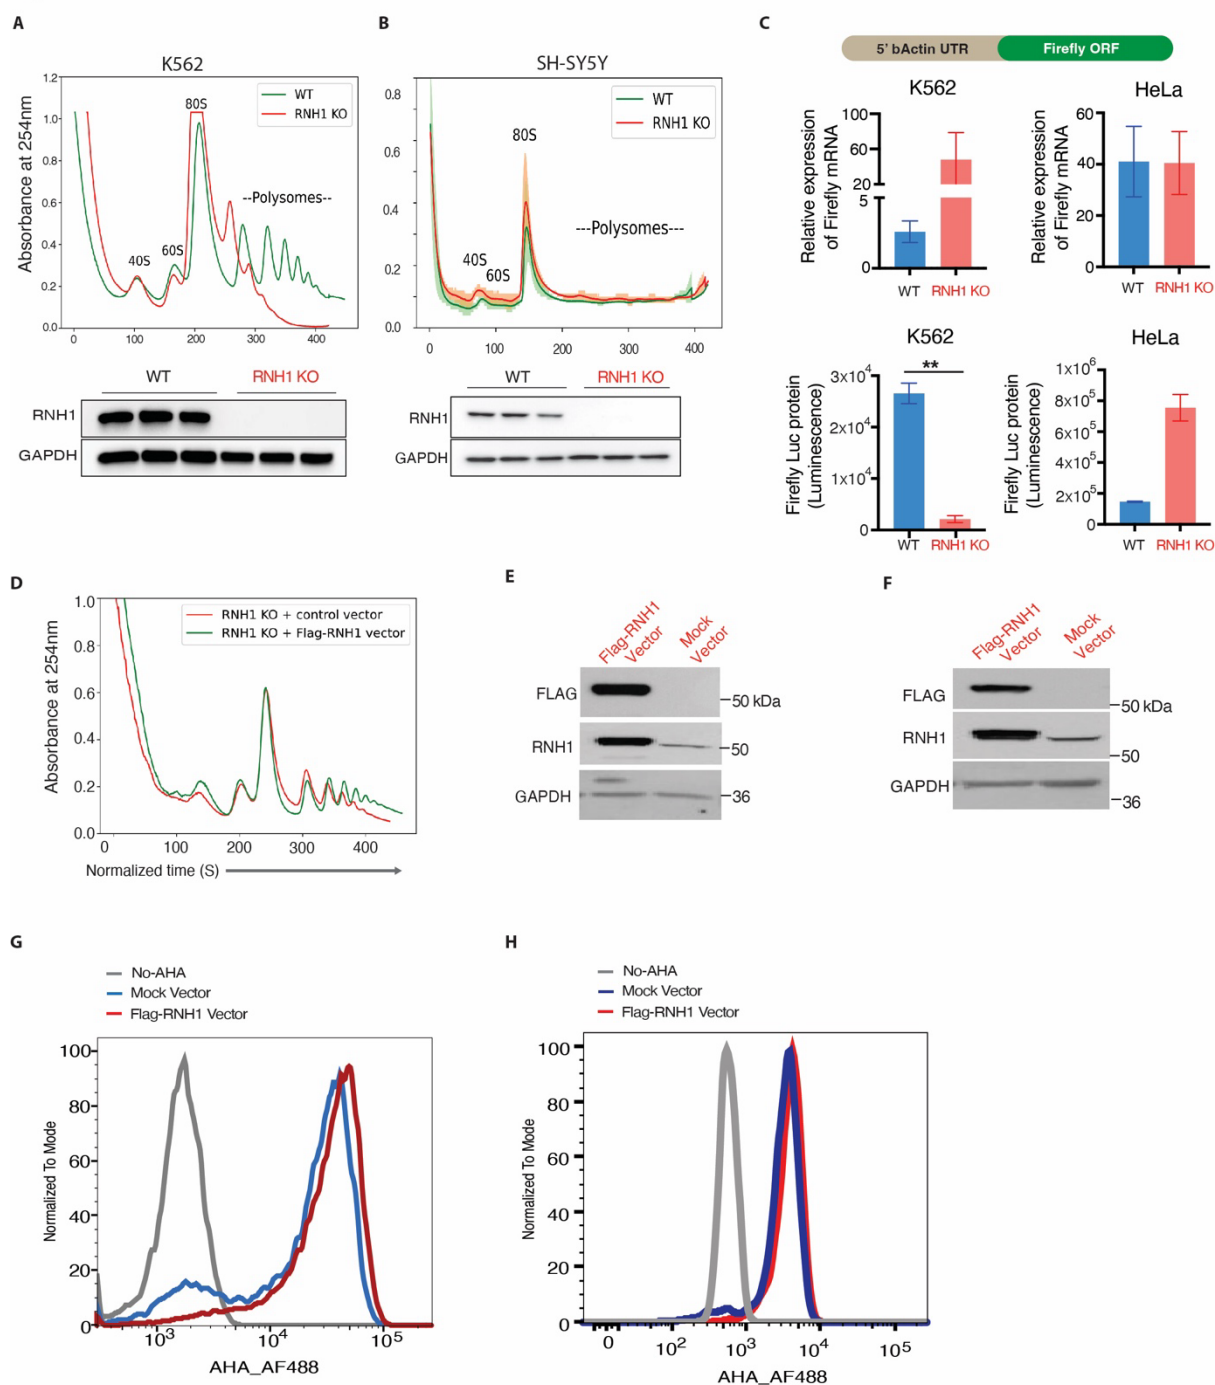

Figure S2. Loss of RNH1 decreases translation in hematopoietic cells but not in non-hematopoietic cells

(A and B) Sucrose gradient polysome profiles for WT and corresponding RNH1 KO of K562 or SH-SY5Y cells (N=3). Arrow shows the direction of the sucrose gradient from low to high density. Mean value of absorbance from three independent experiments plotted with the

standard deviation (upper panel). Total protein lysates of WT and RNH1 KO cells were analyzed by western blot with the indicated antibodies. Blots are representative of three independent experiments (lower panel). (C) Schematics of luciferase expressing plasmid with beta actin (*ACTB*) 5'UTR (upper panel). WT or RNH1 KO of HeLa or K562 cells were transfected with luciferase expressing plasmid. Cells were analysed for firefly mRNAs by qRT-PCR, normalized to 18S rRNA expression and luciferase protein expression by luciferase assay. Data are shown as mean $\pm$ SEM and are representative of 3 independent experiments. ** $p < 0.01$. (D) Sucrose gradient polysome profiles for control and FLAG-RNH1 expressing RNH1 KO K562 cells. Data is representative of 3 independent experiments. (E and F) Flag-RNH1 is over expressed in K562(E) and HeLa (F) cells. Cell lysates were analyzed by western blot with the indicated antibodies. Blots are representative of three independent experiments. (G) K562 cells were incubated for 1h with L-Azidohomoalanine (AHA) and FACS analysis were performed to measure AHA incorporation. Representative histograms were shown for AHA fluorescence. Data is representative of 3 independent experiments. (H) HeLa cells were incubated for 1h with L-Azidohomoalanine (AHA) and FACS analysis were performed to measure AHA incorporation. Representative histograms were shown for AHA fluorescence. Data is representative of 3 independent experiments.

Fig. S3

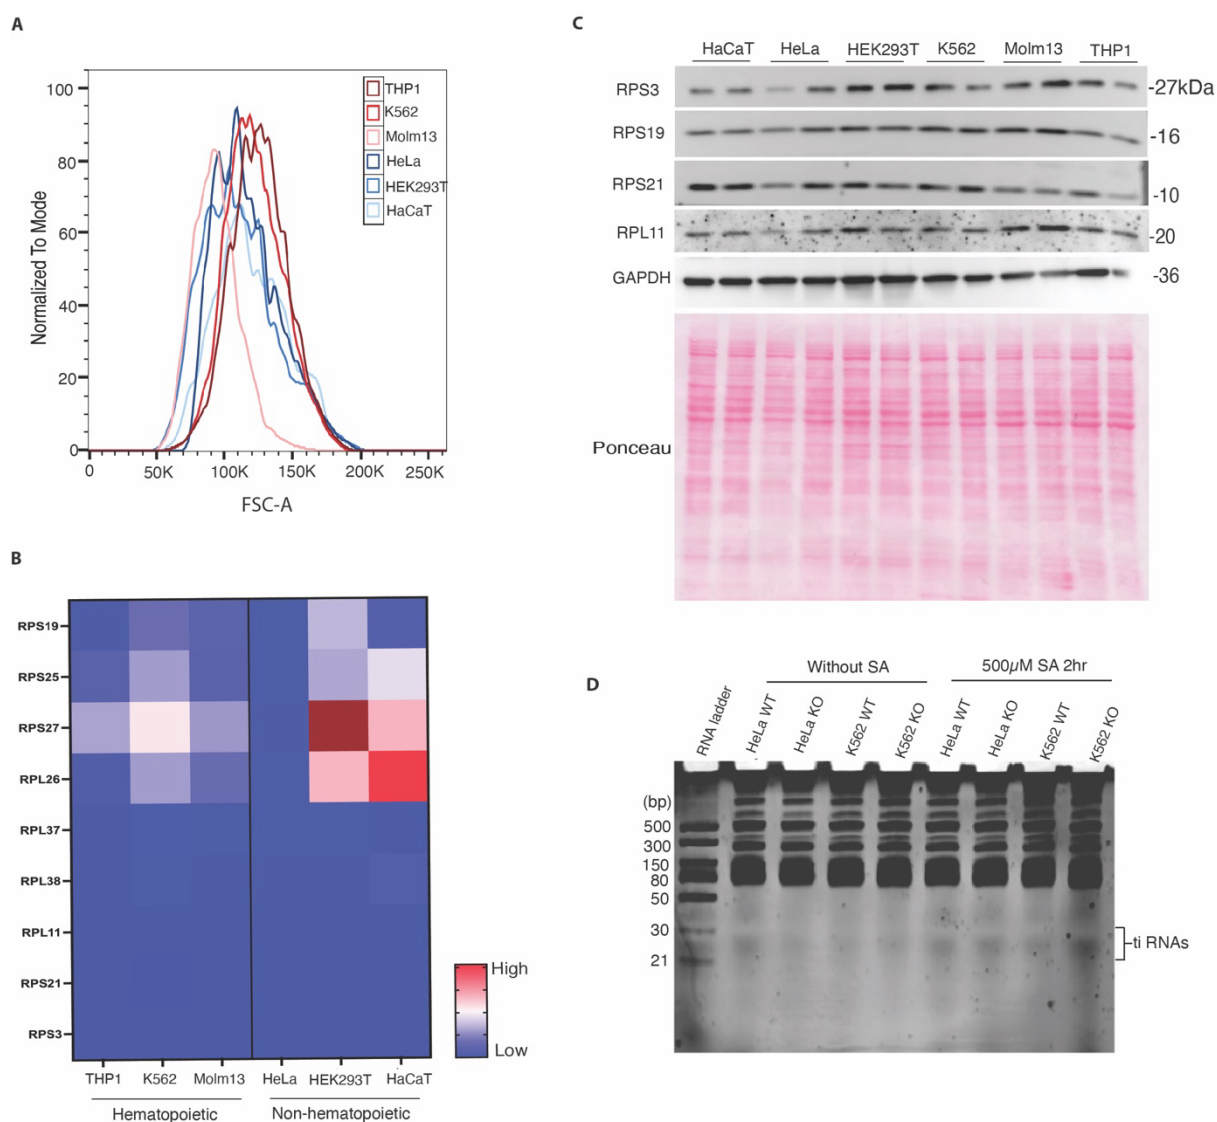

Figure S3. RNH1 mediated translation specificity is not dependent on cell size and RPs gene expression

(A) Flow cytometry analysis for forward scatter (FSC) to evaluate cell size from different hematopoietic and non-hematopoietic cells. (B) Heatmap showing qRT-PCR results of mRNA relative expression of different ribosomal protein genes from hematopoietic and non-hematopoietic cell lines. mRNA levels were normalized to beta-Actin mRNA. Results are representative of two independent experiments. (C) Total protein lysates of different hematopoietic and non-hematopoietic cell lines were analyzed by western blot with the

indicated antibodies. Blots are representative of three independent experiments. **(D)** HeLa and K562 cells of WT or RNH1 KO conditions were collected after 2hr with or without stimulation by 500 μ M sodium arsenite (SA) and RNA was isolated. 3 μ g of RNA was mixed with RNA loading dye and heated for 5min, 60°C and loaded on Urea-PAGE for tRNA separation. Gels are representative of 3 independent experiments.

Fig. S4

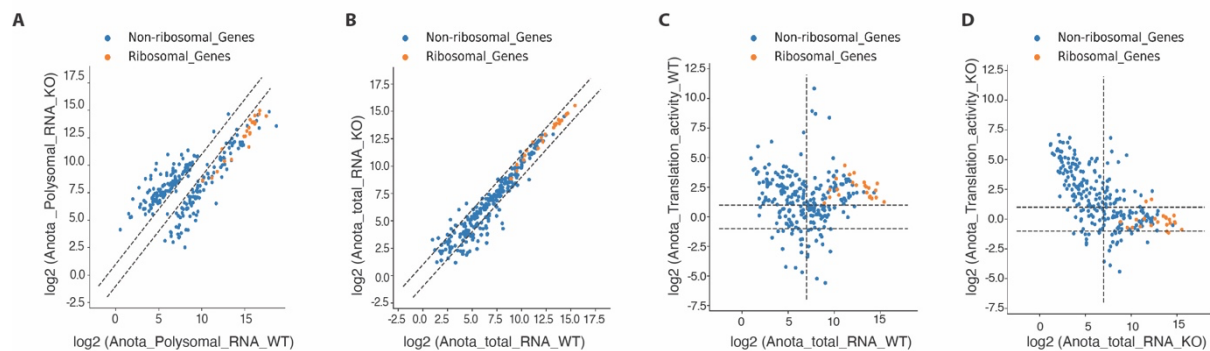

Figure S4. RNH1 mediates RPs gene translation

(A and B) Polysomal RNA-seq and total RNA-seq data of WT and RNH1 KO K562 cells were subjected to ANOTA analysis. The expression of ANOTA filtered ribosomal and non-ribosomal genes (Total 262 genes) with cutoff of padj. <0.1 in polysomal RNA-seq and total RNA-seq were selected and plotted. Dotted lines separate genes with log2(fold change) <1 and >1. **(C and D)** Plot of Log2 fold change of total RNA versus translational activity (TA) of ribosomal and non-ribosomal genes in WT (C) or RNH1 KO (D) samples. Horizontal dotted lines separate genes with log2(fold change) <1 and >1. Vertical line separate genes with arbitrary cutoff of >7< for log2 (expression in total RNA-seq).

Fig.S5

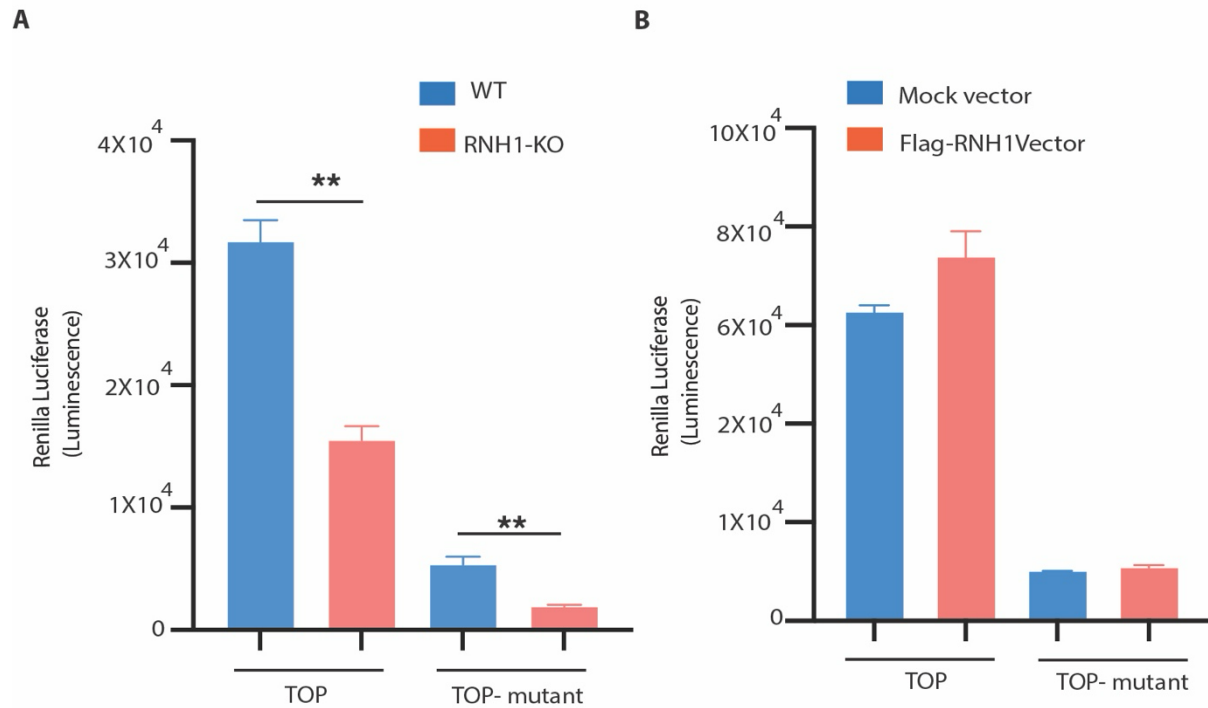

Figure S5. RNH1 mediates translation independent of TOP sequence

(**A and B**) WT and RNH1-KO (A) or mock and Flag-RNH1 overexpressing K562 cells (B) were transfected with Renilla reporter constructs containing the promoter and 5' UTRs of eEF2 with or mutant TOP sequence. After 24h, Cell lysates were then analyzed for Renella luciferase activity. Data are shown as mean $\pm$ SEM. Significance was determined by two tailed t-test.

**p<0.01.

Fig. S6

A

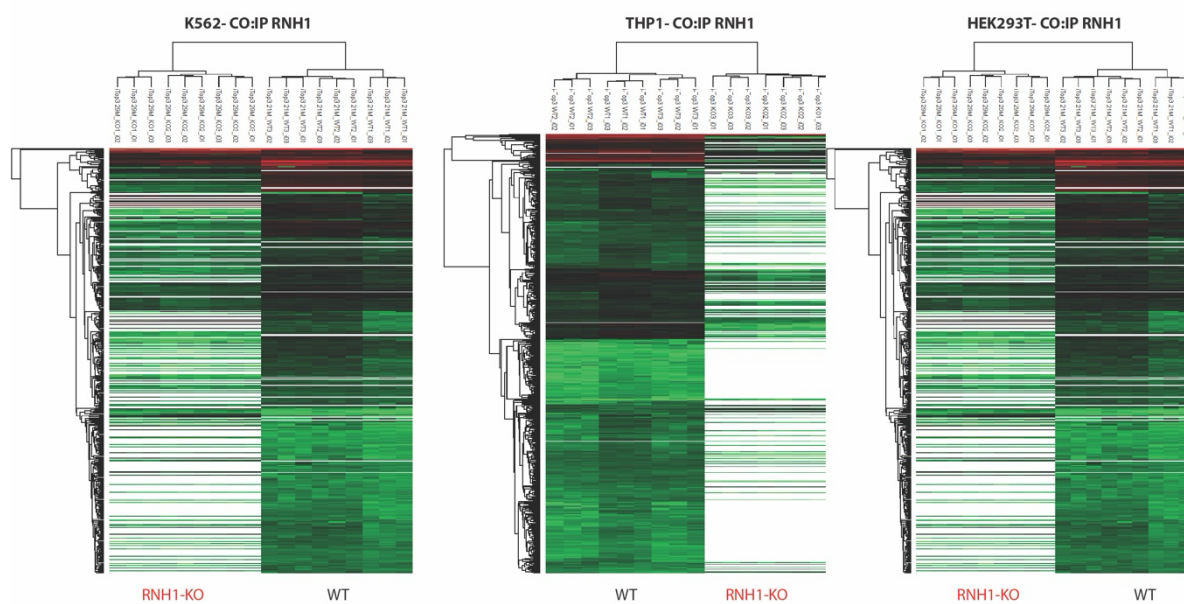

B

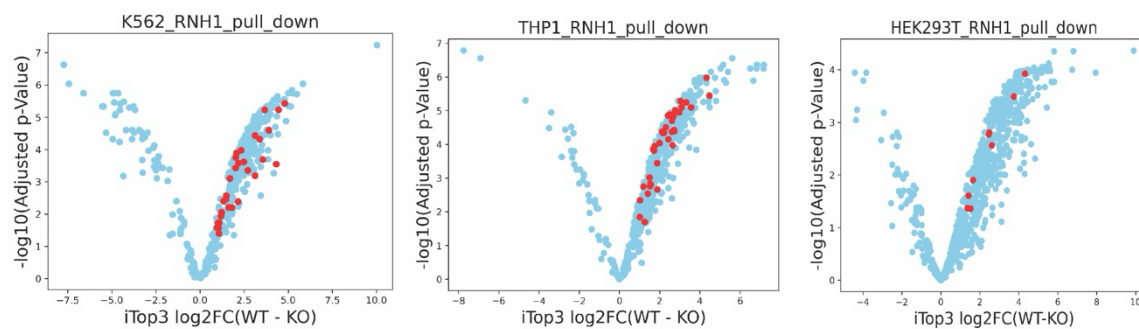

Figure S6. RNH1 binds to Ribosomal proteins

(A) Heatmap showing Cluster analysis with iTop3 values of RNH1 binding total proteome from WT THP1 or K562 or HEK293T cells compared with RNH1 KO corresponding cells. (probability of false positive < 0.1). (B) Volcano plot showing ribosomal proteins in red.

Fig. S7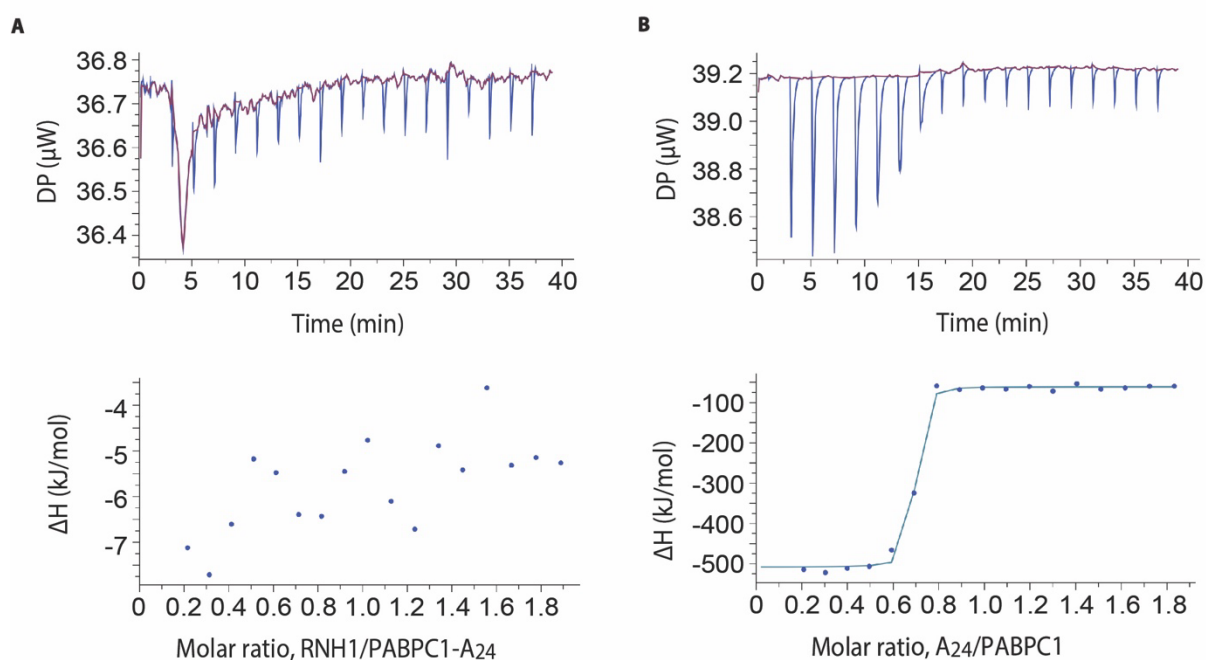**Figure S7. No interaction between PABPC1-A₂₄ and RNH1 by ITC.**

ITC analysis of the interactions of (A) PABPC1-A₂₄ with RNH1, (B) PABPC1 with A₂₄. Upper panel, traces of the 19 titrations of 2 μL aliquots of 89 μM RNH1 into cells containing 8.9 μM PABPC1-A₂₄ (A), and 9.7 μM A₂₄ into cells containing 1 μM PABPC1 (B). Lower panel, the integrated binding isotherms obtained from the experiments were fitted using a “One Set of Sites” model. In the case of the PABPC1-A₂₄ interaction (B), the following parameters were obtained from the best fit (solid line) with the error values calculated from the fitting; stoichiometry (N) = 0.649 ± 0.004 , $K_d = 0.4 \pm 0.3$ nM, $\Delta H = -447 \pm 7$ kJ/mol, $\Delta G = -53.9$ kJ/mol, $\Delta S = -1.32$ kJ/(mol·K).

Fig. S8

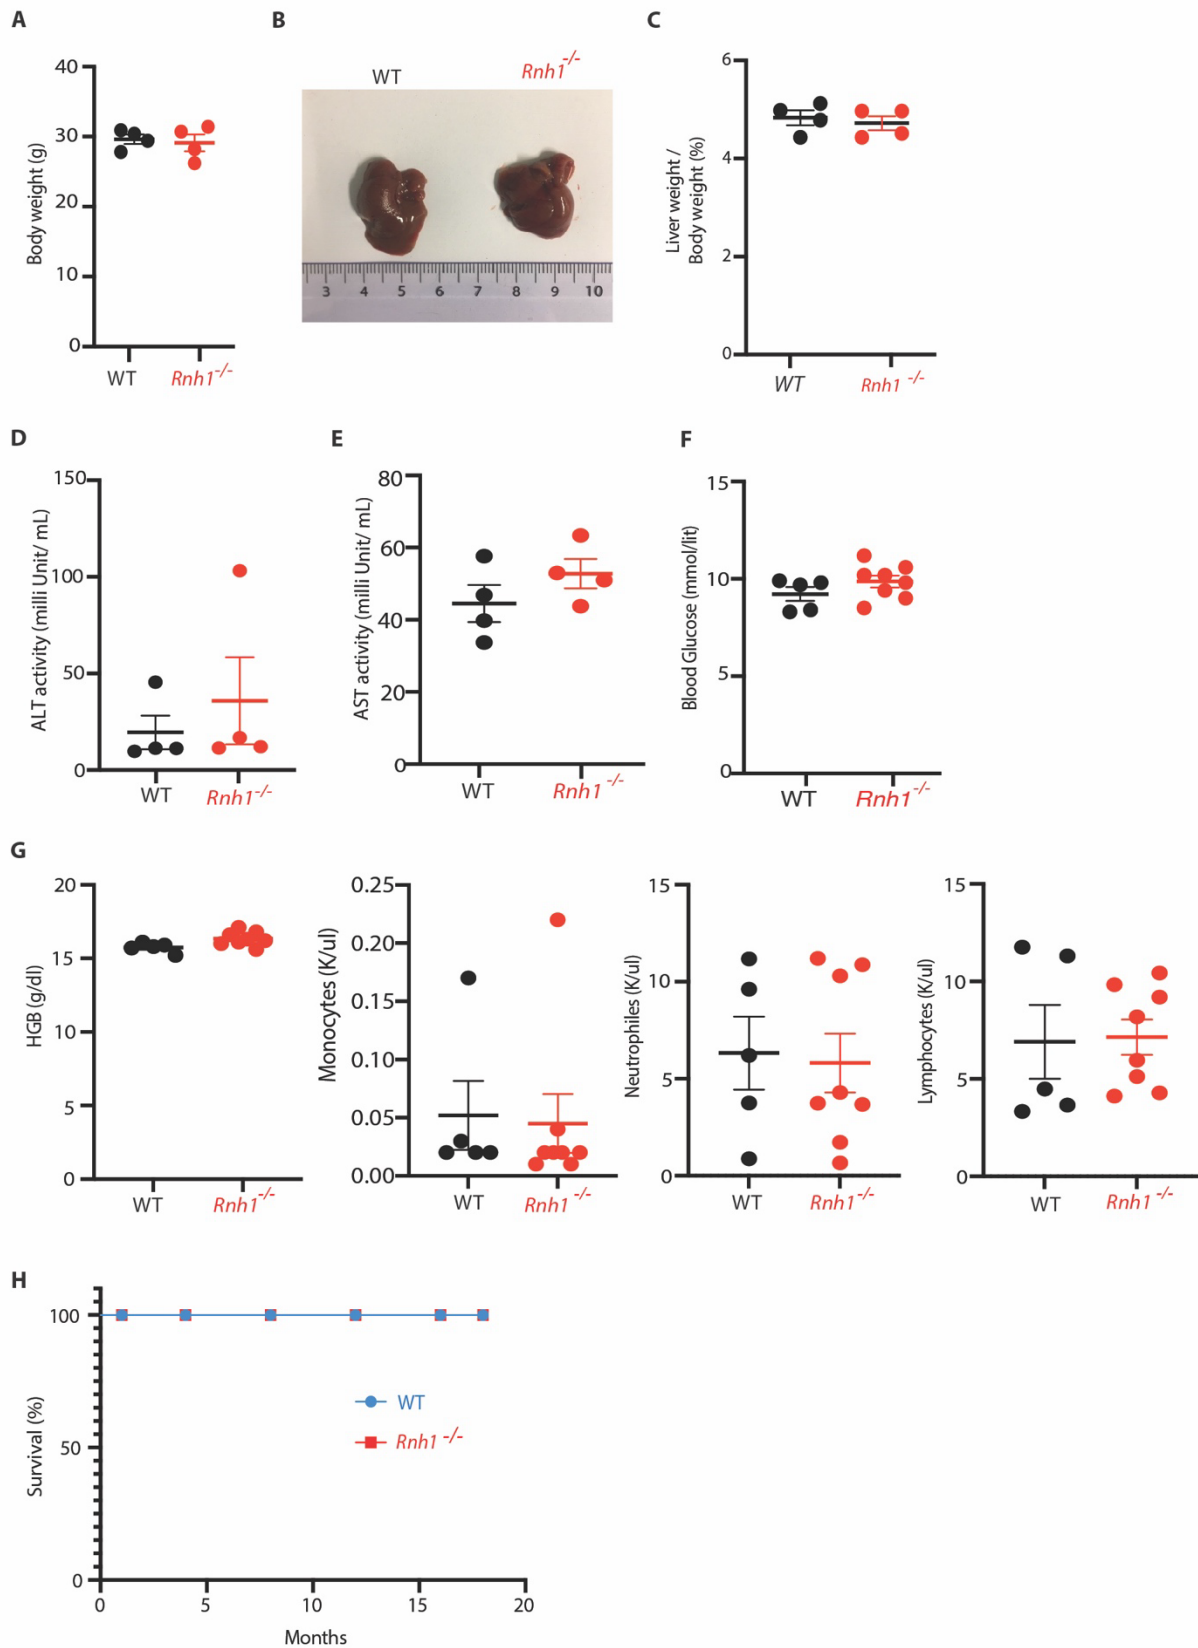

Fig S8. Loss of RNH1 in the liver does not affect liver function and overall survival

(A) Body weight of WT (*Rnh1*^{fl/fl}) and *Rnh1*^{-/-} (*Rnh1*^{fl/fl}, *Alb-Cre*⁺) mice at 14 weeks of age (N=4). (B and C) Representative image of liver and liver weight of WT and *Rnh1*^{-/-} mice at 14 weeks (n = 4 mice). (D-F) Serum ALT, AST and glucose levels of WT and *Rnh1*^{-/-} mice at 14 weeks (n = 4 mice). (G) Peripheral blood (PB) counts of neutrophils, granulocytes, lymphocytes, and hemoglobin (HBG) concentration in WT and *Rnh1*^{-/-} mice at 14 weeks (n = 4 mice). All the data are shown as mean ± SEM. (H) Kaplan–Meier survival curves of WT and *Rnh1*^{-/-} mice (n = 5 mice).

Table S1. (separate file)

Differential expression polysome vs Total RNA

Table S2. (separate file)

ANOTA Analysis polysome vs Total RNA

Table S3. (separate file)

Mass spec data from K562 cells

Table S4. (separate file)

Mass spec data from HEK293T

Table S5. (separate file)

Mass spec data from THP1 cells

Table S6. (separate file)

qPCR primer list

How the deposited data were processed for this re-analysis (not part of the article)

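Polysomal RNA of 3 RNH1 WT and 3 RNH1 KO samples of K562 cells was analyzed. The paper calls them independent replicates, but its text does not say whether they came from separate cultures or clones, so p-values measure only the spread between these samples, which may be technical. The total RNA samples, the protein measurements and the HeLa and mouse samples of the paper were not analyzed here.

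The authors made stranded total RNA libraries, mapped the reads to GRCh38 with HISAT2 and counted them per Ensembl gene with featureCounts. The submitters' processing notes give HISAT2 2.2.1, featureCounts 2.0.1, DESeq2 1.36.0 and FastQC 0.11.9, and the paper's methods give other versions. The strand setting of the counting is not given in the sources used here. The values used are the deposited signal of each sample, that is, the gene counts that the authors divided by 1 DESeq2 size factor per sample. The table also holds the authors' means per genotype, log2 fold changes (WT over KO) with standard errors, a test statistic (a score) and p-values from DESeq2. These were used only to compare calls, and the deposited log2 fold changes were turned to KO over WT for that. All sample columns were mapped to a sample, leaving 0 unmapped.

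The table lists 60664 genes, of which 39856 carry a symbol. Of the gene identifiers, 60463 were matched to a table of gene names, which named 2177 more. At least 1 read was found for 29811. In each of the 6 samples, 100% of the nonzero values were whole multiples of the value of 1 read (tolerance 1e-06), so reads were recovered by dividing by it. Reads in genes numbered 34908202 to 46256928 per sample (median 42326205). A floor of 3 reads was used for the lowest level that can be told from 0. It covers counting error only. For genes with few WT reads, the ratio of the reads pooled per genotype, divided by the summed size factors, is given with an exact (Clopper-Pearson) 95% interval, which was added after the data were seen.

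Genes with a mean of at least 10 normalized counts over the 6 samples (16652) were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a mean-variance trend, robust shrinkage and genotype as the only term. The threshold was a Benjamini-Hochberg adjusted p under 0.1. The design had been written for counts or for normalized values, before the unit of the deposited values was known, and the form for normalized values applied. The recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0, which were added after the data were seen. The design, the gene lists (30 in all), the rule for naming genes and the alternatives, apart from those named as added, were set before the data were examined. The lists were counted lower, higher and not passing, and 29 of them tested with limma's camera at a preset inter-gene correlation of 0.01. The p-values were adjusted over those 29, and 15 lists passed. With an estimated correlation 2 passed, the mitochondrial RPs and OXPHOS. RP genes, histones, mitochondrial RP genes and OXPHOS genes were compared with 10000 random sets of other protein-coding genes matched on transcript length, and the RP genes and histones also on GC content. RP genes and replication histone genes were left out of all these sets. Lengths, GC content and coordinates are those of the canonical transcripts of GENCODE 44 on GRCh38, the build the authors used. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

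TA was the mean polysomal value of the deposited table over the paper's mean total RNA value, per genotype. Table S1 was held in part, as its first 1999 of 58233 rows, so no set test was run on it. Of the 262 genes of table S2, 4 were not found in the deposited table.

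Genes named in the text are those that the paper names, the 10 with the largest and the 10 with the smallest log2 fold change among called genes with a symbol, a mean of at least 100 and groups that did not overlap, and up to 4 called members of each list with the largest absolute change. The values of tables S1 and S2 had been seen in part when this rule was written. Members of a list that did not pass, genes of table S2 and genes given for their TA are named beyond this rule, after their values were seen. Values of some genes that the rule names are not reported here.

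The tests were run on simulated data first. The 10 draws used the mean of the WT samples for each gene, the size factors of the 6 samples and 1 spread per gene for both genotypes. The real WT samples spread more widely than the KO samples, which the draws do not copy. With 200 changed genes and 16161 to 16223 genes tested by limma in the comparison of KO with WT, limma recovered 9.99% of genes changed 1.5-fold, 54.8% of those changed 2-fold and 94.6% of those changed 4-fold. Of its calls 12.4% were false (8.41% to 17.9% per draw) against a nominal 10%, and 5.03% of unchanged genes had a p under 0.05. For edgeR 13.7% of calls were false (7.96% to 22.2%) and for DESeq2 24.0% (15.9% to 26.5%), above the nominal share. With 200 changed genes the adjusted p cutoff is stricter than in the real comparison, where limma called 8022. These shares therefore do not describe the recovery or the false calls of the real comparison. A first version of this check used 1 draw and a bound on the share of false calls that edgeR and DESeq2 failed on it. It was replaced by the 10 draws, with that draw among them, and with bounds on the calibration and recovery of limma alone.

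The alternatives were TMM on top of the deposited scaling, upper-quartile scaling, scaling factors without RP genes, no filter, a mean of at least 100, pseudocounts of 0.5 and 8, an adjusted p under 0.05, an absolute log2 fold change over 1, leaving out each sample in turn, the replicate number as a block with and without a correction for transcript length, that correction alone, an estimated correlation in the set tests, all loci ribosomal by symbol, matching on coding length or on length and level, and the total RNA values of table S2. The total RNA values of table S2 are nearly identical to those of table S1, so that alternative changes only the genes. Library total scaling and the RP genes at the level of table S1 were added after the data were seen.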

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

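10 genes stood out because their level in RNH1 KO polysomal RNA was far above the WT samples, although the paper does not discuss them. They are the 10 called genes with the largest log2 fold change among those with a mean of at least 100 and groups that did not overlap, and most were near the floor of 3 reads in WT, so levels are given and no fold.

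SP140L had a mean of 291 normalized counts in KO and 0.696 in WT. KIF21A had 836 in KO and 7.85 in WT. ARHGAP15 had 285 in KO and 1.45 in WT. PECAM1, an adhesion molecule of endothelial cells, platelets and leukocytes, had 417 in KO and 2.89 in WT. PSD4 had 610.5 in KO and 6.39 in WT. CDC42EP3-AS1, an antisense RNA, had 249 in KO and 4.23 in WT. FAM124B had 241 in KO and 3.25 in WT. EPHB6, an Eph receptor, had 6603 in KO and 131 in WT. EDNRB, an endothelin receptor, had 340.2 in KO and 8.11 in WT. Every KO sample was above every WT sample in these 9 genes, and in RNA5-8SN3 below, because the rule that chose them required it.

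RNA5-8SN3, a copy of the 5.8S ribosomal RNA gene, had a mean of 775 in KO and 42.8 in WT, but the KO samples ranged from 176 to 1547 and WT replicate 1 had 127. Its adjusted p from limma was 0.0971 (standard error 2.31), and it was lost when WT replicate 2 (0.203), WT replicate 3 (0.214) or any KO replicate (0.162, 0.258 and 0.236 without KO replicates 1, 2 and 3) was left out. Neither edgeR (adjusted p = 0.156) nor DESeq2 (adjusted p = 0.146) called it. This gene has several near-identical copies that can share reads.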

How the results depend on the processing

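RNH1 was lower in KO in all 21 alternatives, with a log2 fold change of -1.12 to -1.76. The count of changed genes (8022) stayed within 1.5 times in 20 of 21 alternatives, and was 3988 (2015 lower, 1973 higher) with an absolute log2 fold change over 1. With a mean of at least 100, 2614 genes were higher, since fewer genes were tested. Library total scaling, chosen after the data were seen, gave 2404 lower and 6691 higher, an RP median of -1.29 and a median log2 TA ratio of -1.60. With the table S2 totals, which are nearly identical to those of table S1, that ratio was -2.53, from the choice of 18 genes alone. Over the loci ribosomal by symbol, 194 were lower and the median was -0.78, over a wider list. With an estimated correlation the adjusted p of the RP set test was 0.179 and 2 lists passed. No called result changed the direction of its test, although the proteasome list, called lower, had a median just above 0 with library total scaling. RP pseudogenes, not called as a set, were called lower than other genes at a mean of at least 100 (median -1.36) and with library total scaling (median 0.31, against 0.35 for all genes). For results with no cause given here, the cause was not tested.

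Leaving out 1 sample at a time gave 5835 to 8936 changed genes, 3057 to 4361 lower and 2778 to 4575 higher, 72 to 76 RP mRNAs lower, an RP median of -1.76 to -1.48, an adjusted p of the RP set test of 9.00e-34 to 1.21e-21, 14 to 17 lists passing, 250 to 256 genes of table S2, a log2 fold change of RNH1 of -1.76 to -1.12 and a median log2 TA ratio of -2.15 to -1.89. Over 137 named genes and their alternatives, 2756 values kept their side of the threshold, 97 lost the call and 18 gained it. Over 29 lists these numbers were 588, 29 and 20.

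With the replicate number as a block, 6553 genes were changed, and 6914 with a correction for transcript length as well. Samples with the same number did not deviate together (correlations of -0.16, -0.19 and -0.27), so the values give no sign of pairing by number. WT replicates 1, 2 and 3 had positive correlations with KO replicates 2, 3 and 1 (0.24, 0.27 and 0.28), and the remaining pairs were negative (-0.10 to -0.02). With 3 samples per genotype these values cannot show whether samples were paired in another way. At this depth and with 3 samples per genotype, most changes of 1.5-fold were not recovered in simulated data with 200 changed genes (9.99%). In the real samples 8022 genes were called, which makes the adjusted p cutoff less strict, so this share does not describe them.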

Differences from the paper's values

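36 of the named genes reported here have a polysomal log2 fold change of KO over WT in the part of table S1 used here, and 15 differed by more than the larger error. All had the same sign, and each of the 15 lay further from 0 here than in table S1. The cause was not tested. Over 1967 genes of table S1 found in the authors' deposited table, 1964 had the same sign and the median absolute log2 difference was 0.00805. Of the 15, the authors' deposited log2 fold change lay more than 0.1 from that of table S1 for 3, H4C12 (deposited -4.80), RNFT2 (deposited -4.63) and CDC42EP3-AS1 (deposited 3.42). Set against the authors' deposited values with the same errors, 11 of the 15 differed, and H4C12, RNFT2, KIF1A (deposited -4.79) and C5orf58 (deposited -4.97) did not.

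For SP140L the paper's value was 6.60 and the value here 7.65, and for KIF21A the paper's was 4.11 and the value here 7.26, and none of the 18 alternatives set before the data were examined gave a value within the larger error of the paper's. For SP140L the pseudocount of 8 went past the paper's value. Both values here are fitted folds over few WT reads and depend on the pseudocount. DESeq2 on the recovered reads, which adds no pseudocount and was run after the values were seen, gave 8.70 for SP140L and 6.74 for KIF21A. These too lie further from 0 than the paper's values. SP140L had 2, 0 and 0 reads in WT replicates 1, 2 and 3, and its fitted fold was 8.40 with a pseudocount of 0.5 and 5.11 with one of 8. The log2 ratio of its pooled reads was 8.70, with a 95% counting interval of 6.84 to 11.7. KIF21A had 0, 10 and 12 reads, and its fitted fold was 7.64 and 5.85 with these pseudocounts. The log2 ratio of its pooled reads was 6.77, with a counting interval of 6.16 to 7.44. These intervals, here and below, cover counting error only, not the spread between samples.

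For PLOD2 (the paper's -5.98, here -6.34) the difference closed with upper-quartile scaling, with a pseudocount of 8 and without WT replicate 2, KO replicate 2 or KO replicate 3. For H4C11 (the paper's -4.73, here -5.44) and H4C15 (the paper's -4.55, here -5.26) it closed without WT replicate 1 alone. For C5orf58 (the paper's -4.96, here -5.42) it closed with upper-quartile scaling, without WT replicate 1, WT replicate 3 or KO replicate 3, and with the length correction with or without the replicate block. For KIF1A (the paper's -4.76, here -5.06) it closed with upper-quartile scaling, with a pseudocount of 8 and without WT replicate 1, WT replicate 2, KO replicate 2 or KO replicate 3. For H4C12 (the paper's -4.44, here -4.98) it closed with upper-quartile scaling and without WT replicate 1, WT replicate 3, KO replicate 2 or KO replicate 3. For RNFT2 (the paper's -4.34, here -4.80) and EDNRB (the paper's 4.23, here 5.63) it closed with a pseudocount of 8 alone.

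For ARHGAP15 (the paper's 6.22, here 7.01) it closed without WT replicate 2 alone. For PECAM1 (the paper's 6.32, here 6.87) it closed without WT replicate 2 and with the length correction with or without the replicate block. For PSD4 (the paper's 6.07, here 6.47) it closed without WT replicate 2 or KO replicate 2 and with the length correction with or without the replicate block. For CDC42EP3-AS1 (the paper's 5.30, here 6.17) it closed without WT replicate 2 or KO replicate 1, and for FAM124B (the paper's 5.46, here 5.93) without WT replicate 1, WT replicate 2 or KO replicate 1. The other alternatives set before the data were examined did not close these differences. These fitted folds too rest on few WT reads. ARHGAP15 had 2, 0 and 2 reads in WT replicates 1, 2 and 3, with a fitted fold of 7.51 with a pseudocount of 0.5 and 4.93 with one of 8. The log2 ratio of its pooled reads was 7.66 (counting interval 6.30 to 9.54). CDC42EP3-AS1 had 10, 0 and 2 reads, with fitted folds of 6.60 and 4.43 and a log2 ratio of pooled reads of 5.89 (5.07 to 6.84). In both, WT replicate 2 had 0 reads, so leaving it out lowers the fitted fold by construction. In WT, PECAM1 had 8 reads in all, FAM124B 9, PSD4 18 and EDNRB 24.

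Library total scaling, chosen after the values were seen, closed the difference for PLOD2, H4C11, C5orf58, H4C15, KIF1A, H4C12 and RNFT2, and it dropped 1642 of the 7662 genes that the authors' deposited table calls among those tested. edgeR and DESeq2 on the recovered reads, also chosen after the values were seen, closed it for KIF1A and CDC42EP3-AS1 and dropped 136 and 77 of these genes.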

Other observations

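Tests with edgeR, DESeq2 and library total scaling, and the comparison of the RP median with the median of all genes, were chosen after the results were seen.

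Other gene groups were lower in the polysomal RNA of RNH1 KO cells too. Of 76 nuclear-encoded OXPHOS mRNAs, 60 were lower, 0 higher and 16 did not pass (61 lower when adjusted over the list alone), with a median log2 fold change of -1.29 (camera adjusted p = 2.50e-23, and adjusted p = 0.0696 with an estimated correlation). None of them was higher at an unadjusted p under 0.05 from limma, nor by edgeR or DESeq2. ATP5MF had a log2 fold change of -3.38 and NDUFB1 of -3.27. Random sets matched on transcript length, drawn without RP and replication histone genes, averaged -0.54, and the lowest of 10000 reached -1.02. Of 28 mRNAs of spliceosomal snRNP proteins 19 were lower and 1 higher (21 and 2 when adjusted over the list alone, camera adjusted p = 2.42e-08, and adjusted p = 0.116 with an estimated correlation), led by SNRPG at -3.05, and of 22 of mitochondrial import 16 were lower and 1 higher (the same over the list alone, adjusted p = 1.52e-05, and adjusted p = 0.237 with an estimated correlation), led by TOMM7 at -2.69. The median transcript of these groups was 783.5 nucleotides long for OXPHOS, 1351 for the snRNP proteins and 1541.5 for mitochondrial import, against 3275 for all protein-coding genes tested. TOP mRNAs begin with a pyrimidine tract that controls their translation. Of 19 TOP mRNAs other than RPs, with a median length of 3158 nucleotides, 10 were lower and 1 higher (11 and 1 over the list alone, adjusted p = 0.00471, and adjusted p = 0.503 with an estimated correlation), among them NACA at -1.59 and EEF1B2 at -1.25. Of 10 noncoding TOP RNAs, 9 were lower and 0 higher (the same over the list alone, and 0 higher at an unadjusted p under 0.05, by edgeR and by DESeq2, adjusted p = 1.52e-05, and adjusted p = 0.426 with an estimated correlation), among them SNHG6 at -2.74. Chromatin regulators, whose median transcript was 8513 nucleotides long, went the other way. Of 48 tested, 44 were higher and 0 lower (46 higher over the list alone, and 0 lower at an unadjusted p under 0.05, by edgeR and by DESeq2), with a median of 0.98 (adjusted p = 2.43e-15, and adjusted p = 0.385 with an estimated correlation). KMT2D had 1.77 and ARID1B 1.68.

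Genes of translation control and of the lineage of the cells were mixed. Among 33 initiation factors 13 were lower and 4 higher (the same over the list alone, adjusted p = 0.171, and called lower without WT replicate 3, at 0.0683, and with no filter, at 0.0454). The inhibitor EIF4EBP1 had -1.64 and the cap-binding protein EIF4E -1.42, while the scaffold EIF4G1 had 1.13. Of 9 closed loop factors 2 were lower and 4 higher, with LARP1, which binds TOP mRNAs, at 1.19. MTOR had 0.99 and PABPC1 -0.25 (adjusted p = 0.477 from limma). The canonical transcripts of EIF4EBP1 and EIF4E were 827 and 2427 nucleotides long, and those of EIF4G1, LARP1 and MTOR 5405, 7181 and 8721. For these genes the directions are those of the length trend over all mRNAs. Of 34 genes that the paper names, 33 were tested, 17 were lower and 4 higher (camera adjusted p = 0.000302, and adjusted p = 0.11 with an estimated correlation). Most of the lower ones were RNH1 and RP mRNAs counted above, so this list repeats those results. Of 38 genes of ribosome biogenesis 6 were lower and 5 higher (6 and 3 over the list alone), with NOP10 at -2.60. Of 37 erythroid genes 12 were lower and 4 higher (the same over the list alone, adjusted p = 0.102, and called lower without WT replicate 3, KO replicate 2 or KO replicate 3, at 0.0683, 0.0891 and 0.0856, with no filter, at 0.0136, with the replicate block, at 0.0892, and by edgeR's fit, at 0.0785). The globins HBA2 and HBG2 had -2.36 and -2.29, and SPTB, of the red cell skeleton, 1.78. The erythroid factor GATA1 had -0.33 (adjusted p = 0.235 from limma) and was lower without WT replicate 3 (-0.52, adjusted p = 0.0609). Of 13 mitochondrially encoded genes 5 were lower and 4 higher, with MT-ND3 at -2.00 and MT-ND1 at 1.15. Of 19 genes of the integrated stress response 7 were lower and 1 higher (camera adjusted p = 0.0944, and adjusted p = 0.261 with an estimated correlation, lost without KO replicate 1, 2 or 3 or WT replicate 1 or 2, at 0.152, 0.13, 0.132, 0.112 and 0.102, and also with upper-quartile scaling, a mean of at least 100, a pseudocount of 8, the replicate block, the length correction, both together and library total scaling, at 0.112, 0.206, 0.100, 0.253, 0.191, 0.391 and 0.205), with DDIT3 at -0.91. Of 19 genes of the unfolded protein response 5 were lower and 2 higher (5 and 1 over the list alone). Of 31 proteasome genes 13 were lower and 1 higher (adjusted p = 0.0161, and adjusted p = 0.648 with an estimated correlation, and lost without WT replicate 2, at 0.128, and with a correction for transcript length, at 0.204, or 0.366 with the replicate block too). Of 20 tRNA synthetases 0 were lower and 3 higher (0 lower at an unadjusted p under 0.05 from limma, by edgeR and by DESeq2, and the set called higher without WT replicate 2 or KO replicate 2, at camera adjusted p = 0.0235 and 0.0824, and with upper-quartile scaling, a mean of at least 100, the length correction and library total scaling, at 0.0866, 0.0724, 0.0756 and 0.0538), of 8 genes of the CCT chaperonin 0 lower and 1 higher from limma (0 lower at an unadjusted p under 0.05, by edgeR and by DESeq2), and of 21 genes of replication licensing 6 lower and 3 higher. CCT7 was the gene called (adjusted p = 0.0882 from limma), and edgeR did not call it (adjusted p = 0.111), nor did limma without WT replicate 3 (0.279) or KO replicate 1, 2 or 3 (0.18, 0.139 and 0.29). Where no count over the list alone is given, it was the same, except for the CCT chaperonin, with 0 higher.

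Outside these groups, the largest decreases were those of PLOD2, a lysyl hydroxylase of collagen, which fell from 2003 ± 542 to 25.1 ± 13.5 normalized counts, and SELENOP, a selenium carrier, which fell from 590 ± 317 to 6.64 ± 2.76 (SD, n = 3 each). KIF1A, a kinesin motor, fell from 6746 ± 1882 to 209 ± 96.6, RNFT2 from 623 ± 106 to 21.7 ± 6.0 and C5orf58 from 264 ± 96.1 to 5.72 ± 3.51. Among the 10 called genes with the smallest log2 fold change were also 4 histone H4 genes, of which H4C11 fell from 377918 ± 182510 to 8310 ± 3554.

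Few markers of other cell types reached the levels tested, and adjusting over each list alone gave the same counts. Of 6 lymphoid markers tested 4 were higher and 1 lower (adjusted p = 0.0487, adjusted p = 0.261 with an estimated correlation and 0.111 with no filter). By DESeq2 3 were higher, since CD7 was not called (adjusted p = 0.105). Limma did not call CD7 without WT replicate 3, KO replicate 2 or KO replicate 3 (0.149, 0.101 and 0.236). TRBC1 rose from 18.4 ± 12.3 to 690 ± 111 normalized counts and CD3G from 104 ± 19.4 to 257 ± 10.1 (SD, n = 3 each). Of 6 megakaryocyte genes 3 were higher and 1 lower. Of the higher ones, ITGA2B and ITGB3 lost the call without KO replicate 2 (adjusted p = 0.102 and 0.11 from limma). ITGA2B lost it also without WT replicate 3, KO replicate 1 or KO replicate 3 (0.168, 0.106 and 0.132). Of 6 epithelial markers 3 were higher (the set called higher without WT replicate 2 or KO replicate 2, at camera adjusted p = 0.0912 and 0.0812, and with the length correction, at 0.031, or 0.0293 with the replicate block too), of 3 mesenchymal markers 1 was higher, and of 6 myeloid markers 0 were called by limma or DESeq2 (0 at an unadjusted p under 0.05, and 1 lower by edgeR). Of 2 RNase A family genes tested RNASE1 was lower, at -1.97 (adjusted p = 1.40e-06 from limma).

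The pattern of lower RP mRNAs (median log2 fold change -1.62) was set against technical explanations. Relative to the genes drawn, the tables argue against a transcript length trend as the whole cause. The lowest of 10000 random sets reached -1.07 matched on transcript length, -1.12 on coding length and mean level, and -1.23 on transcript length and mean level. All sets were drawn without the replication histone genes. Those were short (median transcript 487 nucleotides) and lower too (median log2 fold change -2.36), so the sets do not compare RP mRNAs with them. Matching on transcript length may be loose, since some canonical RP transcripts are far longer than their coding part (RPL37, 7573 and 291 nucleotides). Matching on mean level may be loose too, since it used only 5 groups within each length group. The lowest set matched on GC content reached -0.34, which argues against a GC content trend. A scaling factor per sample moves all genes alike. The RP median lay at -1.65 relative to the median of all genes, which argues against such a factor as the whole cause. This difference is nearly the same under all 5 scalings by construction, so their agreement adds no support. Factors computed without RP genes (RP median -1.63) moved the median of all genes by only -0.0051 and so decide nothing. A part of the pattern may still follow length, since the sets averaged -0.61 matched on length and -0.91 matched on length and mean level. Reads shared with pseudogenes, library preparation, free RNA carried into the polysomal fraction and a difference in polysome association between the genotypes stay open. Untranslated RNAs fell too, short noncoding RNAs from 2.58% to 0.615% of the reads and U3 snoRNA from 1.52% to 0.33%, while long noncoding RNAs had 1.76% in WT and 2.09% in KO. TA over the paper's total RNA values was lower for 67 of 67 RP mRNAs, without a test that includes the spread of the total RNA samples. These 67 leave out the RP mRNAs least changed in the polysomal RNA, so their count was in part fixed by that choice. With 3 samples against 3 there are 10 splits, which cannot give a share under 0.05: the real split called 75 RP mRNAs in one direction and the highest other split 0 (at most 2 at an unadjusted p under 0.05), 1 of 10 splits being as large, and over all genes it called 8022 and the highest other 0 (at most 485 at an unadjusted p under 0.05).

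Replication histone mRNAs, which lack a poly(A) tail, were lower as a group, with 54 of 55 lower and 0 higher (the same over the list alone, at an unadjusted p under 0.05, by edgeR and by DESeq2) and a median of -2.36 (camera adjusted p = 1.29e-29, and adjusted p = 0.261 with an estimated correlation). They took 8.72% ± 3.34 of the WT reads and 1.53% ± 0.174 of the KO reads (SD, n = 3 each, exact permutation p = 0.1, the smallest possible), and the noncoding U3 snoRNA and 7SL RNA genes 1.52% ± 0.948 and 0.902% ± 0.701 in WT against 0.33% ± 0.0518 and 0.17% ± 0.0708 in KO. WT replicate 1 raises the mean of 7SL RNA: it was 1.67%, 0.288% and 0.753% in WT replicates 1, 2 and 3, with a WT mean of 0.52% without WT replicate 1, against at most 0.235% in KO. Length and GC content were tested as causes, with sets drawn without the RP genes, which are short and were lower too. The lowest length-matched set reached -1.58 and the lowest GC-matched set -0.22. Relative to the genes drawn, the tables thus argue against either trend as the whole cause. Whether the genotypes differ in cell cycle, in free RNA carried into the polysomal fraction or in library preparation was not tested, and each may account for part of the pattern.

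WT replicate 2 stood apart from WT replicates 1 and 3. Across protein-coding genes, the difference of WT replicate 2 from the mean of the other WT samples had a Spearman correlation of 0.38 with transcript length (across genes, which are not independent replicates), as a length trend between libraries would give, and of -0.34 with GC content. That trend may be one source of the wider spread of the WT samples. For length it runs in the direction of the trend of KO over WT, which had a Spearman correlation of 0.35 with length, but not for GC content, where KO over WT had a correlation of 0.31. No biological explanation was tested, since the 3 WT samples share their condition.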
